# Membrane-initiated estrogen receptor-α signaling in the hypothalamus regulates trabecular bone in femur in female mice

**DOI:** 10.1530/JOE-25-0462

**Published:** 2026-05-20

**Authors:** Yiwen Jiang, Karin Horkeby, Petra Henning, Karin H Nilsson, Jianyao Wu, Lei Li, Sofia Movérare-Skrtic, Claes Ohlsson, Marie K Lagerquist

**Keywords:** estrogen receptor alpha, estrogenic effects, osteoporosis, bone tissue, central nervous system, neurons

## Abstract

Membrane-initiated estrogen receptor-α (mERα) signaling has been demonstrated to be crucial for normal bone metabolism, and our previous work has confirmed its essential role in osteoblasts. However, the contribution of brain-derived mERα signaling to bone homeostasis remains unexplored. To investigate the role of brain-derived mERα signaling in bone metabolism, we developed a POMC-C451A^f/f^ mouse model in which mERα signaling is selectively inactivated in POMC-expressing neurons. Gonadal-intact female POMC-C451A^f/f^ mice exhibited disturbed sex steroid levels and significantly increased bone mass in both cortical and trabecular compartments compared to littermate C451A^f/f^ controls after sexual maturation (16 weeks old). In ovariectomized female POMC-C451A^f/f^ mice, estradiol (E2) treatment enhanced the anabolic response in trabecular bone of the femur compared to controls, while the estrogen response in cortical bone was similar between the genotypes. Gonadal-intact male POMC-C451A^f/f^ mice displayed altered levels of testosterone compared to controls at 24 weeks of age. In orchiectomized male mice, responses to E2 treatment were similar across all examined parameters between POMC-C451A^f/f^ and control mice. In conclusion, our findings reveal an important role of membrane-initiated ERα signaling in POMC neurons in regulating hormone balance and bone metabolism, with more pronounced effects in female mice.

## Introduction

Estrogen plays a crucial role in bone metabolism by taking part in regulating the balance between bone formation and resorption (1). Estrogen exerts its bone-sparing effects through estrogen receptors, mainly estrogen receptor alpha (ERα) (2, 3), which is expressed in many tissues and cell types (4). The age-associated decline in circulating estrogen levels leads to disturbed bone metabolism in both men and women (5), particularly in women during menopause (6), causing enhanced bone resorption and increased risk of osteoporosis (7, 8, 9). Given the potential side effects associated with hormone replacement therapy, such as thromboembolism and reproductive cancers (10, 11), ongoing research is focused on developing safer and more effective tissue-specific estrogen therapies to treat osteoporosis.

In addition to the local effects mediated by ERα signaling in bone cells (7, 8, 9), bone mass can also be regulated by ERα signaling in the central nervous system (CNS) (12, 13, 14). Our previous study using the nestin-ERα^−/−^ mouse model to ablate ERα signaling in nervous tissue revealed a significant increase in both cortical and trabecular bone mass in female nestin-ERα^−/−^ mice, indicating that ERα signaling in the neuronal cells exerts an inhibitory effect on bone mass (12). Other studies using conditional knock-out models have also demonstrated that ERα signaling in various neuronal regions has different effects on bone mass (13, 14, 15). The hypothalamus, which is a part of the hypothalamic–pituitary–gonadal axis (HPGA) where ERα is highly expressed (16, 17), has been reported to be involved in the regulation of bone mass (18, 19, 20). Transgenic mouse models blocking ERα signaling in hypothalamic neurons have revealed an important role of ERα signaling in the hypothalamus for the regulation of bone mass and mechanical strength in female mice (13, 14). These mouse models targeted ERα signaling in POMC neurons or kisspeptin (Kiss1) neurons in the hypothalamus. POMC neurons are mostly located in the arcuate nucleus (ARC) region in the medial basal hypothalamus (MBH) (21), while Kiss1 neurons are located in both ARC and the ventromedial hypothalamus (VMH) regions (14). It was also reported that silencing ERα signaling in the VMH neurons alone does not influence bone mass (13), suggesting a more significant role of ERα signaling in the ARC in regulating bone mass. ERα is also expressed in brain regions outside the hypothalamus (17). A mouse model inhibiting ERα signaling in extrahypothalamic regions showed increased bone size and mechanical strength in female mice, but no effect on bone mass, with no similar effects observed in male mice (15). Collectively, these findings demonstrate that ERα signaling in hypothalamic neurons, especially in the ARC region, exerts a critical inhibitory effect on bone metabolism in female mice, with limited evidence of such an effect in male mice.

Membrane-initiated ERα signaling has gained increasing attention due to its regulatory effects on bone mass, as well as its tissue-specific and dose-dependent actions (22, 23, 24, 25, 26). Whereas nuclear ERα drives transcriptional regulation of estrogen-responsive genes, mERα activates rapid, non-genomic signaling cascades at the cell membrane, enabling distinct physiological responses (27). Notably, the skeletal response to E2 treatment is completely abolished in ERαAF-2^0^ mice lacking nuclear ERα activity, while it is dose-dependently reduced in mERα-deficient mice, highlighting that membrane estrogen receptor alpha (mERα) provides a unique and complementary role of estrogen signaling in skeletal regulation (3, 26).

Previously, we reported on a novel transgenic mouse model for conditional knockout, ERα-C451A^f/f^, designed to inactivate mERα signaling in targeted cell types (28). Using this model together with *Runx2*-Cre mice (29), we found that in female mice, the absence of mERα signaling in *Runx2*-expressing osteoblast lineage cells leads to reduced cortical bone mass and diminished mechanical strength by impacting osteoblast differentiation. Meanwhile, mERα signaling in hematopoietic cells is not involved in this regulatory process (28, 30), highlighting the cell-specificity of estrogen’s effects on bone physiology. It remains unclear whether mERα signaling in other cell types plays a role in the regulation of bone metabolism, particularly within neuronal populations such as POMC neurons, which are implicated in ERα-mediated central regulation of bone mass. Therefore, the aim of this study is to explore *in vivo* whether mERα signaling in the POMC neurons is involved in the regulation of bone metabolism.

## Methods

### Animals

All animals were housed in a standardized animal facility with a constant temperature of 22°C and a 12 h light:12 h darkness cycle. Mice were given a phytoestrogen-free pellet diet (Teklad diet 2016, Envigo, UK) and had access to tap water *ad libitum*. The animal experiments were approved by the Ethical Committee for Animal Research in Gothenburg and reported according to the ARRIVE guidelines.

To generate mice with specific inactivation of mERα signaling in the hypothalamic POMC neurons (POMC-C451A^f/f^), previously described ERα-C451A^f/f^ mice (denoted C451A^f/f^ mice) were crossed with POMC-Cre transgenic mice (21). In this study, homozygous C451A^f/f^ littermates were used as controls, as they have previously been shown to be phenotypically comparable to wild-type mice (28).

To rule out potential effects of Cre recombinase expression, we did a separate experiment comparing POMC-Cre mice with wild-type littermates. Body and tissue weights, sex steroid levels, and body composition were assessed in female and male POMC-Cre mice and their wildtype littermates at twelve weeks of age (Supplementary Tables 1 and 2 (see section on Supplementary materials given at the end of the article)). Primers used for genotyping are listed in Supplementary Table 3.

To validate the POMC-C451A^f/f^ model, DNA was isolated from the hypothalamus, liver, and cortical bone of eight-week-old POMC-C451A^f/f^ and littermate control female mice using DNeasy Blood & Tissue Kits (Qiagen, Germany). PCRs were performed with the listed primers (Supplementary Table 3), and the results were visualized on gel electrophoresis (Supplementary Fig. 1).

To observe the phenotypic differences between POMC-C451A^f/f^ and control mice, studies of gonadal-intact mice, without or before any interventions, were conducted. Gonadal-intact female mice were terminated and examined at 16 weeks of age. Body weight and body composition were also examined at five weeks of age in a separate experiment.

To assess the response to estrogen treatment, female POMC-C451A^f/f^ and homozygous C451A^f/f^ control mice were ovariectomized at 16 weeks of age. Male POMC-C451A^f/f^ mice and littermate controls were either sham-operated or orchiectomized at 20 weeks of age. All surgery procedures were performed under anesthesia with isoflurane (Baxter Medical AB, Sweden). Metacam (Boehringer Ingelheim Animal Health, Germany) was used as a postoperative analgesic. After one week of recovery, the mice received daily subcutaneous injections for three consecutive weeks with either vehicle (veh; Miglyol 812; OmyaPeralta GmbH, Germany), or low-dose 17β-estradiol-3-benzoate (E2, 1 μg/mouse/day, Sigma-Aldrich, USA), or high-dose E2 (6 μg/mouse/day, Sigma-Aldrich). Doses were chosen based on a previous study (28). Male sham-operated mice also received veh treatment. Mice were divided into body weight-matched groups prior to the administration of different treatments. In the female study, each treatment group contained 10–12 mice, while in the male study, each group consisted of 8–10 mice.

At termination, all mice were anesthetized using Ketador/Dexdomitor (Richter Pharma, Austria/Orion Pharma, Finland), bled from the axillary artery, and euthanized by cervical dislocation. Uterus, gonadal fat, and retroperitoneal fat were dissected and weighed. The femur and L5 vertebra were dissected, fixed in 4% paraformaldehyde for two days, and then stored in 70% ethanol for further phenotype analysis. Liver and hypothalamus tissue were dissected, snap-frozen in liquid nitrogen, and stored at −80°C for further analysis.

### Measurement of reproductive hormones

Serum concentrations of sex steroids were measured by high-sensitivity liquid chromatography–tandem mass spectrometry (LC–MS/MS) as previously described (31). The lower limits of quantification (LLOQ) for estradiol, testosterone, and progesterone are 0.5 pg/mL, 5 pg/mL, and 5 pg/mL, respectively, for undiluted samples. Concentrations below LLOQs were analyzed as half of the LLOQ. Serum concentration of the pituitary hormone follicle-stimulating hormone (FSH) was measured using MILLIPLEX^®^ Mouse Pituitary Panel (Merck Millipore, USA) according to the manufacturer’s protocol.

### Estrous cycle monitoring

The estrous cycle was monitored in four 24-week-old female POMC-C451A^f/f^ mice and four littermate controls by performing vaginal smears each morning for ten consecutive days. The smears were stained by Wright-Giemsa Stain (Sigma-Aldrich), and the determination of estrous stage was based on cytology as described (32).

### Measurement of bone turnover markers

As a bone formation marker, serum concentrations of procollagen type 1 N-terminal propeptide (P1NP) were measured using a Rat/Mouse EIA Kit (Immunodiagnostic Systems, UK). As a bone resorption marker, serum concentrations of C-terminal type 1 collagen (CTX-1) were measured using an ELISA RatLaps Kit (Immunodiagnostic Systems).

### RNA isolation and real-time PCR

Total RNA from the liver and hypothalamus was isolated using the RNeasy Mini Kit (Qiagen). The isolated RNA was reverse transcribed into cDNA using the high-capacity cDNA Reverse Transcription kit (Applied Biosystems, USA). Real-time PCR amplification was performed by Applied Biosystem StepOnePlus Real-Time PCR System (Thermo Fisher Scientific). The Assay-on-Demand probe sets (Thermo Fisher Scientific) used in this study included Estrogen receptor alpha (*Esr1*: Mm00433147_m), major urinary protein 3 (*Mup3*: Mm01702819_m1), prolactin receptor (*Prlr*: Mm0059957_m1), nephroblastoma overexpressed gene (*Nov*/*Ccn3*: Mm00456855_m1), and 18S (4310893E). The relative expression of target genes measured by probes was normalized to 18S and calculated using the 2^−ΔΔCt^ method. Primers used in this study included Efr3 homolog b (*Efr3b*:PrimerBank-MGH-PGA ID: 126723101c2), myosin VII a (*Myo7a*: PrimerBank-MGH-PGA ID: 367460065c1), and beta-actin (*Actb:* PrimerBank-MGH-PGA ID:6671509a1) with detailed sequences shown in Supplementary Table 3. These primers were measured using SYBR Green-based quantitative PCR. The relative expression of these genes was normalized to *Actb* and calculated using the 2^−ΔΔCt^ method.

### RNA sequencing and data analysis

Total RNA from the hypothalamus used for sequencing was isolated from 16-week-old female mice as described above. The quantity and quality of RNA isolated from the hypothalamus were determined using the 4200 TapeStation Automated Electrophoresis System (Agilent Technologies, USA). All samples had an RNA integrity number greater than 8. For each genotype, hypothalamic RNA from eight animals was randomly pooled in pairs, resulting in four samples per genotype. Sequencing libraries were constructed using the Illumina Stranded mRNA Library Preparation Kit with poly(A) mRNA enrichment and sequenced on an Illumina NovaSeq 6000 platform, generating paired-end 150 bp reads (2 × 150 bp) with the NovaSeq 6000 SP Reagent Kit (300 cycles, v1.5). Sequence quality was assessed by FastQC v0.12.1. RNA sequencing (RNA-seq) reads were quantified at the transcript level using Salmon (v1.10) with selective alignment against the GENCODE mouse reference transcriptome (vM32). Transcript-level abundance estimates were imported into R (v4.4) and summarized to gene-level counts using the tximport package (v1.28) based on transcript-to-gene annotations. Differential expression analysis between POMC-C451A^f/f^ and control samples was performed using DESeq2 (v1.40). Multiple testing correction was applied using the Benjamini–Hochberg method, and genes with a false discovery rate (FDR) ≤ 0.05 were considered differentially expressed. A variance-stabilizing transformation (VST) was applied to normalized counts for principal component analysis and heatmap visualization. Heatmaps were generated using the pheatmap package (v1.0.12), with genes clustered based on correlation distance and samples annotated by genotype. RNA-seq data, including raw data files (fastq format) and processed data files (matrix table of gene counts and differentially expressed genes in CSV format), are available in the Gene Expression Omnibus (GEO) repository, accession number GSE328990.

### Assessment of bone parameters

#### Dual-energy X-ray absorptiometry

Total body areal bone mineral density (aBMD), lean mass, and fat percentage were analyzed using a Lunar PIXImus mouse densitometer (Wipro GE Healthcare, USA).

#### Peripheral quantitative computed tomography

Peripheral quantitative computed tomography (pQCT) was performed on the femurs using the pQCT XCT RESEARCH M (version 4.5B, Norland) at a resolution of 70 μm as previously described (33). Trabecular bone was analyzed by a scan positioned in the metaphysis at a distance from the distal growth plate corresponding to 3% of the total length of the femur. The trabecular bone region was defined as the inner 45% of the total cross-sectional area. Cortical bone was scanned and analyzed in the mid-diaphyseal region at a distance from the distal growth plate corresponding to 36% of the total length of the femur.

#### High‐resolution microcomputed tomography

High-resolution microcomputed tomography (μCT) analysis was performed on femurs and L5 vertebrae using the SkyScan 1275 model (Bruker MicroCT, Belgium). The scanning and analysis settings were conducted as previously described (28). Briefly, in the vertebrae, trabecular and cortical analyses were initiated 7 μm caudal to the pedicles, extending 245 μm longitudinally, with regions of interest manually defined. In the femurs, cortical analysis was conducted 5.2 mm from the distal growth plate, extending 210 μm proximally. The trabecular analysis in the femur, excluding cortical bone, started 504 μm from the distal growth plate, extending 210 μm proximally.

#### Dynamic bone histomorphometry

Dynamic histomorphometry was performed using calcein and alizarin labeling. Mice received intraperitoneal injections of calcein and alizarin (Merck GmbH, Germany) nine and two days prior to termination, respectively. Following dissection, left femurs were fixed in 4% formaldehyde for 48 h, stored in 70% EtOH until dehydrated through a graded ethanol series, incubated overnight in 30% sucrose, and embedded in OCT compound. Longitudinal 10 μm thick cryosections spanning the entire femur were prepared using Kawamoto’s film method (34) with Cryofilm type 3C (16UF). Fluorescent images were acquired using a Nikon spinning-disk microscope. Dynamic histomorphometric analyses were performed using ImageJ according to the guidelines of the American Society for Bone and Mineral Research (ASBMR) (35). The region of interest was defined in the secondary spongiosa of the distal femur, beginning 200 μm below the growth plate and extending distally to the midpoint of the femur. Within the region of interest, trabecular bone was analyzed for standard dynamic bone formation parameters, including mineral apposition rate (MAR), mineralizing surface per bone surface (MS/BS), and bone formation rate per bone surface (BFR/BS).

### Statistical analysis

In the gonadal-intact studies, differences between female POMC-C451A^f/f^ and control mice were assessed using Student’s *t*-test (Excel). When the *F*-test indicated significantly unequal variances between groups, Welch’s *t*-test was applied (GraphPad Prism, USA, version 10.2.2). In the treatment studies, the effects of genotype and different treatments, as well as their interaction, were assessed using two-way ANOVA. This was followed by Tukey’s multiple comparison test to examine the differences between POMC-C451A^f/f^ and control mice receiving the same treatment and the differences between vehicle and E2-treated groups in the same genotype (GraphPad Prism). In all analyses, a difference was considered significant when *P* < 0.05. Data normality was assessed using the Shapiro–Wilk test (GraphPad Prism). Non-normally distributed data were log-transformed to achieve normality and reduce heteroscedasticity. Outliers were identified and excluded using Grubbs’ test (GraphPad Prism). In some analyses, the number of samples was fewer than the number of animals because certain samples were lost or insufficient for measurement. Values in the figures (visualized using GraphPad Prism) are displayed as mean ± SEM, while the tables present values as mean ± SD.

## Results

### Gonadal-intact female POMC-C451A^f/f^ mice manifest disturbed sex steroid levels and increased bone mass

To confirm the specificity of the animal model, tissue-specific recombination of the ERα-C451A mutation was validated by PCR analysis. The mutation was detected in DNA from the hypothalamus but was absent in DNA from liver and cortical bone tissues of POMC-C451A^f/f^ mice, with tissues from C451A^f/f^ littermates serving as negative controls (Supplementary Fig. 1A). mRNA expression of total *Esr1* in the hypothalamus was unaffected by the mutation in POMC-C451A^f/f^ mice (Supplementary Fig. 1B).

At five weeks of age (prepubertal), female POMC-C451A^f/f^ and control mice exhibited similar body weights and body composition parameters, including total body aBMD, lean mass, and fat percentage (Fig. 1A, B, C, D). After sexual maturation, at 16 weeks of age, female POMC-C451A^f/f^ mice showed a trend toward increased body weight, and significant alterations were detected in body composition, including increased total body aBMD, increased lean mass, and reduced fat percentage compared to control mice (Fig. 1A, B, C, D). Consistent with the reduction in fat percentage, gonadal fat weight normalized to body weight (BW) was significantly decreased in female POMC-C451A^f/f^ mice compared to controls, with a similar trend toward decreased retroperitoneal fat weight/BW (Fig. 1E and F). No difference was observed in uterus weight/BW between the genotypes (Fig. 1G).

**Figure 1:**
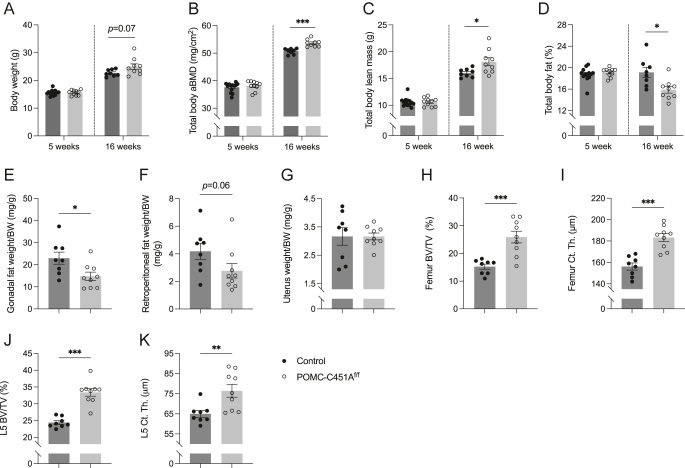
Increased bone mass and reduced adipose tissue in gonadal-intact female POMC-C451A^f/f^ mice. Female POMC-C451A^f/f^ and control mice were weighed (A), and body composition was measured by dual-energy X-ray absorptiometry at 5 and 16 weeks of age (two separate experiments), including total body areal bone mineral density; aBMD (B), total body lean mass (C), and total body fat percentage (D). At 16 weeks of age, gonadal fat (E), retroperitoneal fat (F), and uterus (G) were dissected and weighed. The femur and L5 vertebra were also collected and analyzed by high-resolution microcomputed tomography to assess femur trabecular bone volume fraction (BV/TV) (H), femur cortical thickness (Ct. Th.) (I), L5 BV/TV (J), and L5 Ct. Th. (K). The difference between femur BV/TV of POMC-C451A^f/f^ and control mice was analyzed by Welch’s *t*-test. Others were analyzed by Student’s *t*-test. Data are presented as mean ± SEM with individual values as dots. *P < 0.05, **P < 0.01, ***P < 0.001. BW, body weight. Five-week-old control *n* = 13, 5-week-old POMC-C451A^f/f^ *n* = 10, 16-week-old control *n* = 8, and 16-week-old POMC-C451A^f/f^ *n* = 9.

Further bone analyses at 16 weeks of age revealed significant increases in both trabecular and cortical bone in the femur in female POMC-C451A^f/f^ mice compared to controls (Fig. 1H and I, Table 1). Trabecular changes were characterized by increased trabecular bone volume fraction (BV/TV), trabecular thickness, and trabecular number, and reduced trabecular separation (Fig. 1H, Table 1). Cortical changes were characterized by increased cortical thickness (Fig. 1I) and cortical area, reduced endosteal circumference, while periosteal circumference remained unchanged (Table 1). Significant effects on both trabecular and cortical bone were also observed in the L5 vertebra of female POMC-C451A^f/f^ mice compared to controls (Fig. 1J and K). However, serum levels of the bone turnover markers P1NP and CTX-1 did not differ between gonadal-intact female POMC-C451A^f/f^ mice and controls (Table 1).

**Table 1:** Trabecular and cortical bone parameters in the femur and serum levels of bone turnover markers from gonadal-intact female mice.

	Control	POMC-C451A^f/f^
Tb.Th. (μm)	61.3 ± 4.9	68.3 ± 6.2*
Tb.Sp. (μm)	185 ± 9	163 ± 13***
Tb.N. (1/mm)	2.48 ± 0.36	3.75 ± 0.71***
Ct.Ar. (mm^2^)	0.63 ± 0.03	0.73 ± 0.05***
Endo-C (mm)	3.51 ± 0.09	3.39 ± 0.12*
Peri-C (mm)	4.49 ± 0.07	4.54 ± 0.11
P1NP (ng/mL)	49.3 ± 10.0	44.6 ± 15.3
CTX-1 (ng/mL)	18.1 ± 5.1	16.1 ± 7.6

Femurs from gonadal-intact female POMC-C451A^f/f^ (*n* = 9) and control (*n* = 8) were assessed by micro-computed tomography (μCT) at 16 weeks of age. Serum levels of bone turnover markers were measured by ELISA in POMC-C451A^f/f^ (*n* = 8) and controls (*n* = 8). The differences between POMC-C451A^f/f^ and control mice were analyzed by Student’s *t-*test. All values are presented as mean ± SD. *P < 0.05, ***P < 0.001. Tb.Th., Trabecular thickness; Tb.Sp., trabecular separation; Tb.N., trabecular number; Ct.Ar., cortical area; Endo-C, endosteal circumference; Peri-C, periosteal circumference; P1NP, procollagen type 1 N-terminal propeptide; CTX-1, C-terminal type 1 collagen.

Growth hormone signaling is an important regulator of bone growth and bone mass (36), which is also known to be affected by estrogen receptor signaling (37). To investigate whether loss of mERα signaling in POMC neurons affects the growth hormone secretion pattern, we measured mRNA expression of major urinary protein 3 (*Mup3*) and prolactin receptor (*Prlr*) in the liver. However, no significant changes in expression were observed compared to controls (Supplementary Fig. 2A and B). Furthermore, no significant difference in hypothalamic mRNA expression of the bone-related nephroblastoma overexpressed gene (*Ccn3*) (38) was detected in female POMC-C451A^f/f^ mice compared to controls (Supplementary Fig. 2C). RNA-seq analysis of RNA from the hypothalamus identified 18 differentially expressed genes (DEGs) between female POMC-C451A^f/f^ and control mice, defined by |log_2_(fold change)| > 0.5 and a FDR ≤ 0.05 (Supplementary Table 4; Supplementary Fig. 3A). Among these DEGs, *Efr3b* and *Myo7a* have previously been implicated in the regulation of bone mass according to data from the International Mouse Phenotyping Consortium (IMPC) (39, 40). qPCR validation confirmed the RNA-seq findings, demonstrating upregulation of *Efr3b* and downregulation of *Myo7a* in the hypothalamus of female POMC-C451A^f/f^ mice compared to controls (Supplementary Fig. 3B and C).

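Hypothalamic RNA from female mice at 16 weeks of age was sequenced as 8 pools of 2 animals each, 4 pools of POMC-C451A f/f mice and 4 pools of controls. The POMC-C451A f/f mice carry the POMC-Cre transgene together with the floxed C451A allele of *Esr1*. The paper describes the controls as C451A f/f littermates, whereas the sample labels call them wildtype; neither description gives them the Cre transgene. The authors quantified the reads per transcript with Salmon v1.10 against GENCODE vM32, summed them to genes with tximport v1.28 and deposited the estimated counts without normalization. The total estimated count was between 36095253 and 40498166 in the POMC-C451A f/f pools, with a median of 36608052, and between 37841365 and 48942116 in the control pools, with a median of 41723908. The mutated gene, *Esr1* (ENSMUSG00000019768.17), was counted in every pool. Its normalized count was 11.6, 12.2, 10.00 and 10.8 CPM (counts scaled to the library size) in POMC-C451A f/f replicates 1 to 4 and 12.3, 12.8, 11.6 and 16.0 CPM in control replicates 1 to 4. Gene counts do not distinguish the mutated from the intact transcript, so they carry no check of the genotype at this position. Counts were rounded to whole numbers, normalized with the TMM method and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 18637 genes that passed the filterByExpr filter. The deposited counts carry no transcript lengths, so the length offsets that tximport can pass to DESeq2 were not applied. Gene positions are those of GENCODE M21 on GRCm38, matched by Ensembl identifier, which is an earlier build than the one behind the authors' annotation. Each library is a pair of animals, so the spread between pools is smaller than the spread between single animals would be.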

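With the thresholds of the paper, 4 genes were called between POMC-C451A f/f and control pools in edgeR's quasi-likelihood test, 3 higher and 1 lower in POMC-C451A f/f pools. They were *Efr3b*, *Mrpl48-ps*, *Gm44675* and *Myo7a*, and all 4 are among the 18 genes of Supplementary Table 4. DESeq2 on the same counts called 13 genes, which included these 4, and DESeq2 on the genes of the authors' deposited table, chosen after seeing the data, moved the count most, to 16. Without adjustment, 950 of the 18637 genes had a p-value under 0.05 in the edgeR test, and across the 8 fits that each left out 1 pool this number ranged from 635 without control replicate 1 to 1773 without POMC-C451A f/f replicate 2. It was 556 with the mean log2 CPM of a list of midbrain dopaminergic genes as a covariate, chosen after seeing the data. The genotype groups did not overlap in 519 genes, which is 2.78% of the tested genes against the 2.86% that chance gives with 4 pools in each group.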

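*Efr3b* (ENSMUSG00000020658.11) lies on chromosome 12 of GRCm38 from 3962554 to 4038915, on the minus strand, 1911 bp from *Pomc*, the gene after which the POMC-Cre transgene is named. Its normalized count was 581 ± 31.4 CPM (SD, n = 4 pools) in POMC-C451A f/f mice and 286 ± 11.1 CPM (SD, n = 4 pools) in controls. The log2 fold change was 1.02, with a standard error of 0.0435, and the adjusted p was 3.56e-06 in edgeR's quasi-likelihood test. *Myo7a* (ENSMUSG00000030761.17) lies on chromosome 7 from 98051060 to 98119524, within a stretch of that chromosome that holds 13 of the 24 tested genes with a p-value under 0.001. Its normalized count was 24.1 ± 1.02 CPM (SD, n = 4 pools) in POMC-C451A f/f mice and 39.6 ± 1.73 CPM (SD, n = 4 pools) in controls, a log2 fold change of -0.72 with a standard error of 0.0442 and an adjusted p of 8.17e-05 in the same edgeR test. For both genes every POMC-C451A f/f pool lay on the same side of every control pool (two-sided exact permutation test, p = 0.0286, the smallest p that 4 pools against 4 allow).

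**Figure D1:**
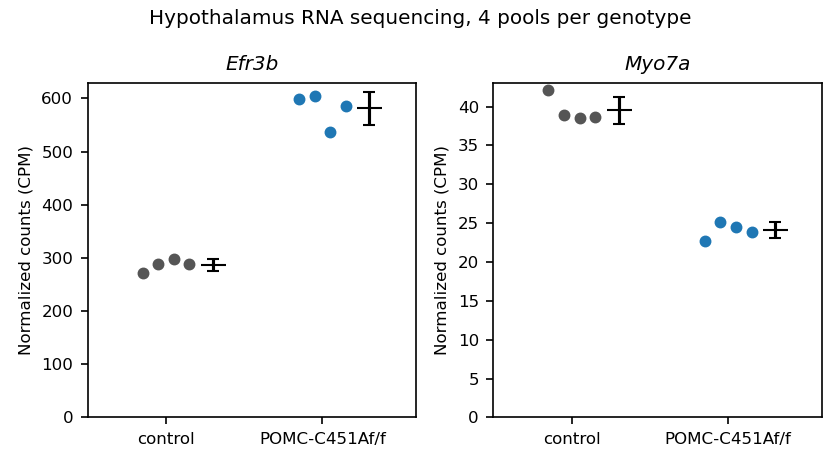
Normalized counts (CPM) of *Efr3b* and *Myo7a* in hypothalamus; each point is 1 pool of 2 animals, and the bar beside the points gives the mean and SD of 4 pools. *Efr3b* lies between 536 and 605 CPM in POMC-C451A f/f pools and between 271 and 297 CPM in control pools, and *Myo7a* between 22.8 and 25.2 CPM and between 38.5 and 42.1 CPM.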

At 16 weeks of age, female POMC-C451A^f/f^ mice manifested moderately elevated serum levels of estradiol and testosterone, while progesterone levels increased more than tenfold compared to the controls (Table 2). In contrast, the pituitary hormone FSH remained unchanged (Table 2), consistent with the finding in POMC-ERαKO mice (21). Monitoring of the estrous cycle at six months of age revealed a disturbed cycle with shortened estrous phase and prolonged diestrus phase in female POMC-C451A^f/f^ mice compared to controls (Supplementary Fig. 4).

**Table 2:** Circulating levels of hormones in gonadal-intact female mice.

	Control	POMC-C451A^f/f^
Estradiol (pg/mL)	3.08 ± 2.56	8.44 ± 4.42**
Testosterone (pg/mL)	12.36 ± 7.31	32.33 ± 11.72***
Progesterone (pg/mL)	1,096 ± 1,151	13,313 ± 8,697**
FSH (pg/mL)	1,036 ± 980	471 ± 236

Serum concentrations of estradiol, testosterone, and progesterone of gonadal-intact female POMC-C451A^f/f^ (*n* = 9) and control (*n* = 8) were analyzed by high-sensitivity liquid chromatography–tandem mass spectrometry at the age of 16 weeks. Serum concentration of follicle-stimulating hormone (FSH) was also measured in POMC-C451A^f/f^ (*n* = 8) and controls (*n* = 8). The differences in serum estradiol and testosterone between POMC-C451A^f/f^ and control mice were analyzed by Student’s *t-*test. The differences in serum progesterone and FSH were analyzed by Welch’s *t-*test. All values are presented as mean ± SD. **P < 0.01, ***P < 0.001.

### Female POMC-C451A^f/f^ mice show an enhanced response to estradiol treatment in trabecular bone in femur

Subcutaneous injections of vehicle, low-dose, or high-dose of estradiol (E2) were administered to ovariectomized female POMC-C451A^f/f^ and control mice for three weeks. Within each treatment group, POMC-C451A^f/f^ and control mice showed similar serum E2 concentrations, body weights, and uterus weight/BW (Fig. 2A and B, Supplementary Fig. 5A).

**Figure 2:**
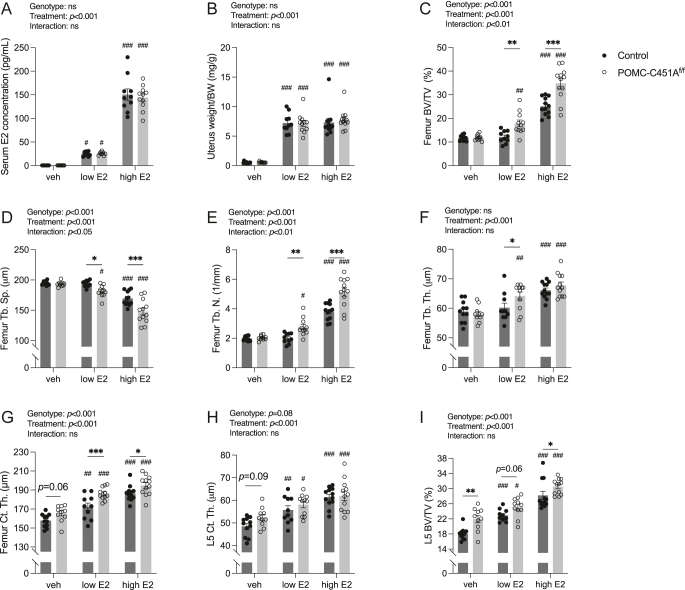
Enhanced estrogen response in trabecular bone in the femur of female POMC-C451A^f/f^ mice. Vehicle, low-dose estradiol (E2), and high-dose E2 were administered subcutaneously in ovariectomized POMC-C451A^f/f^ and control female mice. After three weeks of administration, serum E2 concentration (A) and uterus weight (B) were measured. Femur trabecular bone volume fraction (BV/TV) (C), trabecular separation (Tb.Sp.) (D), trabecular number (Tb.N.) (E), trabecular thickness (Tb.Th.) (F), femur cortical thickness (Ct.Th.) (G), lumbar vertebra 5 (L5) Ct.Th. (H), and L5 BV/TV (I) were assessed by high-resolution microcomputed tomography (μCT). Two-way ANOVA test was applied (results presented above each plot) followed by Tukey’s multiple comparison test to compare the differences between genotypes within each treatment group, and between vehicle- and E2-treated mice within the same genotype. A significant difference by Tukey’s multiple comparison test is indicated by *P < 0.05, **P < 0.01, ***P < 0.001 (between genotypes within the same treatment) and ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 (between vehicle- and E2-treated mice within the same genotype). Data are presented as mean ± SEM with individual values as dots. Vehicle control *n* = 11, vehicle POMC-C451A^f/f^ *n* = 10, low-dose E2 control *n* = 10, low-dose E2 POMC-C451A^f/f^ *n* = 11, high-dose E2 control *n* = 12, and high-dose E2 POMC-C451A^f/f^ *n* = 12.

Both low- and high-dose E2 treatments significantly increased uterus weight/BW in POMC-C451A^f/f^ and control mice, with no differences in treatment responses observed between the genotypes (Fig. 2B). DXA analysis revealed similar significant changes in total body aBMD and fat percentage after low- and high-dose E2 treatment in both genotypes compared to vehicle treatment, while lean mass remained unaffected by E2 treatment (Supplementary Fig. 5B, C, D). An overall increase in total body aBMD and a decrease in fat percentage, indicated by significant genotype effects by ANOVA test, were detected in female POMC-C451A^f/f^ mice compared to controls, without a significant interaction between genotype and treatment (Supplementary Fig. 5B and D). Consistent with the observed differences in total fat percentage, E2 treatments also reduced gonadal fat weight/BW and retroperitoneal fat weight/BW in both genotypes (Supplementary Fig. 5E and F). Additionally, overall decreases in these dissected fat depot weights/BW were observed in female POMC-C451A^f/f^ mice compared to controls (Supplementary Fig. 5E and F).

Notably, trabecular bone parameters in the femur in control mice (including BV/TV, separation, number, and thickness) did not respond to low-dose E2 treatment, whereas POMC-C451A^f/f^ mice showed significant changes in all the evaluated trabecular parameters (Fig. 2C, D, E, F). High-dose E2 treatment significantly affected all examined trabecular parameters in the femur in both genotypes (Fig. 2C, D, E, F). Importantly, POMC-C451A^f/f^ female mice demonstrated a significantly enhanced response to E2 treatment in trabecular BV/TV, separation, and number in the femur compared to the controls (Fig. 2C, D, E). Further bone analyses demonstrated that both low- and high-dose E2 treatments significantly increased cortical thickness and area in the femur and cortical thickness of L5 vertebrae in both genotypes, with comparable E2 responses between POMC-C451A^f/f^ and control mice (Fig. 2G and H, Table 3). Furthermore, the serum bone turnover markers P1NP and CTX-1 and dynamic histomorphometric analyses showed no significant differences in E2 responses between genotypes (Table 3, Fig. 3). However, there was a significant overall increase in trabecular bone formation in female POMC-C451A^f/f^ mice compared to controls, as shown by elevated MAR and BFR/BS (Fig. 3A and C). A significant overall increase of cortical thickness and area in the femur was detected in female POMC-C451A^f/f^ mice compared to controls, along with a similar trend toward an overall increase in cortical thickness of the L5 vertebra (Fig. 2G and H, Table 3). Endosteal circumference of femur in both genotypes responded to high-dose E2 treatment but not to low-dose E2, while periosteal circumference remained unchanged with either E2 treatment in both genotypes (Table 3). Analysis of the trabecular bone in L5 vertebra revealed similar results as for the cortical bone, with increased BV/TV after both low- and high-dose E2 treatments, as well as an overall increase in BV/TV when comparing POMC-C451A^f/f^ mice and controls regardless of treatments (Fig. 2I).

**Table 3:** Estrogen treatment responses in the femur and bone turnover markers in female mice.

	Vehicle		Low-dose E2		High-dose E2		Two-way ANOVA		
	Control	POMC-C451A^f/f^	Control	POMC-C451A^f/f^	Control	POMC-C451A^f/f^	Genotype	Treatment	Interaction
Ct.Ar. (mm^2^)	0.63 ± 0.02	0.67 ± 0.03*	0.68 ± 0.05^##^	0.75 ± 0.04***^,###^	0.74 ± 0.04^###^	0.77 ± 0.04*^,###^	*P* < 0.001	*P* < 0.001	ns
Endo-C (mm)	3.50 ± 0.12	3.51 ± 0.08	3.44 ± 0.09	3.45 ± 0.14	3.36 ± 0.12^#^	3.35 ± 0.14^##^	ns	*P* < 0.001	ns
Peri-C (mm)	4.49 ± 0.10	4.55 ± 0.08	4.52 ± 0.08	4.62 ± 0.14*	4.53 ± 0.11	4.58 ± 0.13	*P* < 0.05	ns	ns
P1NP (ng/mL)	41.8 ± 9.9	39.3 ± 8.3	46.0 ± 12.5	43.0 ± 14.8	58.0 ± 7.0^##^	59.6 ± 12.8^###^	ns	*P* < 0.001	ns
CTX-1 (ng/mL)	19.0 ± 3.3	17.7 ± 4.0	14.5 ± 3.1^#^	14.6 ± 3.9	19.1 ± 2.9	20.5 ± 3.9	ns	*P* < 0.001	ns

Ovariectomized female POMC-C451A^f/f^ and control mice received vehicle, low-dose estradiol (E2), or high-dose E2 treatment for three weeks. Cortical parameters of the femur were assessed by high-resolution microcomputed tomography (μCT). Serum levels of bone turnover markers were measured by ELISA. Two-way ANOVA test was applied, followed by Tukey’s multiple comparison test to compare differences between genotypes within each treatment group, and between vehicle- and E2-treated mice within the same genotype. A significant difference by Tukey’s multiple comparison test is indicated by *P < 0.05, ***P < 0.001 (between genotypes within the same treatment group) and ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 (between vehicle- and E2-treated mice within the same genotype). All values are presented as mean ± SD. Cortical area, Ct.Ar.; endosteal circumference, Endo-C; periosteal circumference, Peri-C; procollagen type 1 N-terminal propeptide, P1NP;C-terminal type 1 collagen, CTX-1. Vehicle control *n* = 11, vehicle POMC-C451A^f/f^ *n* = 10, low-dose E2 control *n* = 10, low-dose E2 POMC-C451A^f/f^ *n* = 11, high-dose E2 control *n* = 12, and high-dose E2 POMC-C451A^f/f^ *n* = 12.

**Figure 3:**
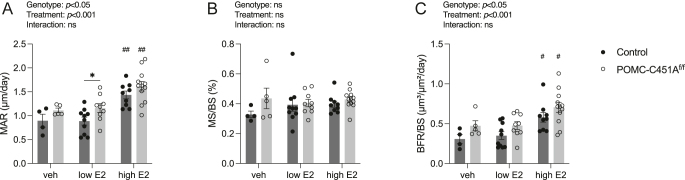
Elevated bone formation rate in female POMC-C451A^f/f^ mice. Vehicle, low-dose estradiol (E2), and high-dose E2 were administered subcutaneously in ovariectomized POMC-C451A^f/f^ and control female mice. They were sacrificed after three weeks of daily treatment at the age of 20 weeks. Dynamic bone histomorphometry analyses were performed in left femurs, including mineral apposition rate (MAR) (A), mineralizing surface per bone surface (MS/BS) (B), and bone formation rate per bone surface (BFR/BS) (C). Two-way ANOVA test was applied (results presented above each plot) followed by Tukey’s multiple comparison test to compare the differences between genotypes within each treatment group and between vehicle- and E2-treated mice within the same genotype. A significant difference by Tukey’s multiple comparison test is indicated by *P < 0.05 (between genotypes within the same treatment) and ^#^*P* < 0.05, ^##^*P* < 0.01 (between vehicle- and E2-treated mice within the same genotype). Data are presented as mean ± SEM with individual values as dots. Vehicle control *n* = 4, vehicle POMC-C451A^f/f^ *n* = 5, low-dose E2 control *n* = 10, low-dose E2 POMC-C451A^f/f^ *n* = 9, high-dose E2 control *n* = 9, and high-dose E2 POMC-C451A^f/f^ *n* = 12.

### Male POMC-C451A^f/f^ and control mice exhibit similar responses to estrogen treatment

Sham-operated male POMC-C451A^f/f^ mice exhibited elevated serum testosterone levels compared to control mice at 24 weeks of age (Table 4). No other significant changes were observed between sham-operated male POMC-C451A^f/f^ mice and controls in serum sex steroid levels, body weights, body weight-adjusted weights of fat tissues, or trabecular and cortical bone parameters of the femur and L5 vertebrae (Fig. 4A, B, C, D, Table 4).

**Table 4:** Phenotypes of male POMC-C451A^f/f^ and control mice.

	Sham		Vehicle		Low-dose E2		High-dose E2		Two-way ANOVA		
	Control	POMC-C451A^f/f^	Control	POMC-C451A^f/f^	Control	POMC-C451A^f/f^	Control	POMC-C451A^f/f^	Genotype	Treatment	Interaction
Body weight (g)	33.8 ± 3.0	34.2 ± 1.4	28.6 ± 3.0	27.4 ± 2.5	28.6 ± 2.4	29.4 ± 1.8	28.5 ± 2.0	29.4 ± 1.6	ns	ns	ns
Gonadal fat weight/BW (mg/g)	34.3 ± 10.8	34.7 ± 14.0	33.4 ± 13.5	29.9 ± 11.8	21.4 ± 6.7^#^	24.2 ± 10.8	19.7 ± 7.3^#^	17.7 ± 10.2^#^	ns	*P* < 0.01	ns
Retroperitoneal fat weight/BW (mg/g)	11.6 ± 3.1	10.8 ± 2.8	10.1 ± 4.8	9.1 ± 3.4	6.9 ± 2.1	7.1 ± 3.3	5.2 ± 2.1^##^	4.4 ± 2.7^##^	ns	*P* < 0.001	ns
Testosterone (pg/mL)	2,448.1 ± 3,789.5	5,786.3 ± 9,050.1*	5.9 ± 1.6	5.3 ± 1.8	3.9 ± 1.7^#^	2.8 ± 0.9^##^	3.6 ± 1.7^##^	<LLOQ^###^	*P* < 0.05	*P* < 0.001	ns
Estradiol (pg/mL)	<LLOQ	<LLOQ	<LLOQ	<LLOQ	26.2 ± 8.2^###^	22.0 ± 4.6^###^	137.2 ± 17.4^###^	132.1 ± 18.8^###^	ns	*P* < 0.001	ns
Progesterone (pg/mL)	728 ± 553	552 ± 336	1,014 ± 649	972 ± 539	236 ± 198^###^	197 ± 152^###^	99 ± 68^###^	125 ± 74^###^	ns	*P* < 0.001	ns

Vehicle, low-dose estradiol (E2), and high-dose E2 were administered subcutaneously in orchiectomized POMC-C451A^f/f^ and control male mice for three weeks. Sham-operated mice also received vehicle treatment for three weeks. At 24 weeks of age, all mice were sacrificed. Mice were weighed, and gonadal fat tissue and retroperitoneal fat tissue were collected, weighed, and normalized to body weight (BW). Serum concentrations of testosterone, estradiol, and progesterone were measured using high-sensitivity liquid chromatography–tandem mass spectrometry. Differences between sham-operated POMC-C451A^f/f^ and control mice were analyzed by Student’s *t-*test. A significant difference by Student’s *t-*test is indicated by *P < 0.05. Differences between treatment groups were analyzed by two-way ANOVA test followed by Tukey’s multiple comparison test to compare the differences between genotypes within each treatment group and between vehicle- and E2-treated mice within the same genotype. A significant difference by Tukey’s multiple comparison test is indicated by ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 (between vehicle- and E2-treated mice within the same genotype). All values are presented as mean ± SD. Body weight, BW; non-significant, ns. Vehicle-treated sham control *n* = 9, vehicle-treated sham POMC-C451A^f/f^ *n* = 8, vehicle control *n* = 10, vehicle POMC-C451A^f/f^ *n* = 9, low-dose E2 control *n* = 9, low-dose E2 POMC-C451A^f/f^ *n* = 10, high-dose E2 control *n* = 9, and high-dose E2 POMC-C451A^f/f^ *n* = 10.

**Figure 4:**
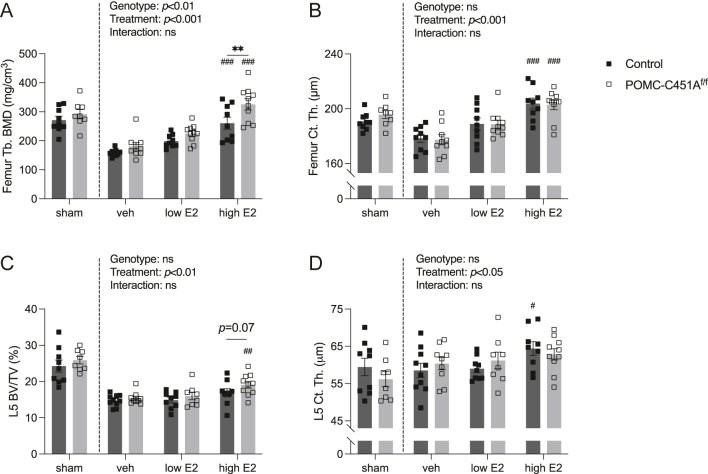
Male POMC-C451A^f/f^ and control mice exhibit similar bone responses to estrogen treatment. Vehicle, low-dose estradiol (E2), and high-dose E2 were administered subcutaneously in orchiectomized POMC-C451A^f/f^ and control male mice for three weeks. Sham-operated mice also received vehicle treatment for three weeks. At 24 weeks of age, all mice were sacrificed. Femur trabecular bone mineral density (Tb.BMD) (A) and femur cortical thickness (Ct.Th.) (B) were analyzed using peripheral quantitative computed tomography (pQCT). Lumbar vertebra 5 (L5) trabecular bone volume fraction (BV/TV) (C) and L5 Ct.Th. (D) were assessed by high-resolution microcomputed tomography (μCT). Student’s *t*-test was performed to verify the absence of significant differences between sham-operated POMC-C451A^f/f^ and control male mice. The differences between different treatments were analyzed by a two-way ANOVA test followed by Tukey’s multiple comparison test to compare the differences between genotypes within each treatment group and between vehicle- and E2-treated mice within the same genotype. A significant difference by Tukey’s multiple comparison test is indicated by **P < 0.01 (between genotypes within the same treatment) and ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 (between vehicle- and E2-treated mice within the same genotype). Data are presented as mean ± SEM with individual values as dots. Vehicle-treated sham control *n* = 9, vehicle-treated sham POMC-C451A^f/f^ *n* = 8, vehicle control *n* = 10, vehicle POMC-C451A^f/f^ *n* = 9, low-dose E2 control *n* = 9, low-dose E2 POMC-C451A^f/f^ *n* = 10, high-dose E2 control *n* = 9, and high-dose E2 POMC-C451A^f/f^ *n* = 10.

Both low- and high-dose E2 treatments induced significant changes in sex steroid levels compared to vehicle treatment in both genotypes (Table 4). An overall decrease in testosterone was observed in vehicle- and E2-treated orchiectomized male POMC-C451A^f/f^ mice compared to controls (Table 4). Skeletal changes were detected only with high-dose E2 treatment in both controls and POMC-C451A^f/f^ mice (Fig. 4). In both genotypes, high-dose E2 treatment increased trabecular BMD and cortical thickness in the femur (Fig. 4A and B). Interestingly, a significantly higher trabecular BMD in the femur was detected in high-dose E2-treated POMC-C451A^f/f^ male mice compared to controls (Fig. 4A). A trend toward higher BV/TV in L5 vertebra after high-dose E2 treatment was observed in POMC-C451A^f/f^ male mice compared to controls (Fig. 4C). However, the responses to E2 treatment did not differ significantly between POMC-C451A^f/f^ male mice and controls for any of the examined parameters (Fig. 4, Table 4).

## Discussion

Central ERα signaling has been identified as a key regulator of bone metabolism, particularly within the hypothalamus (12, 13, 14, 41, 42). In this study, we demonstrate that the loss of membrane-initiated ERα signaling in POMC-expressing neurons leads to altered sex steroid levels and increased bone mass in female POMC-C451A^f/f^ mice, along with enhanced sensitivity to E2 treatment in trabecular bone in the femur. Male mutants exhibited minimal changes, except for an increased trabecular bone mass in the femur after high-dose E2 treatment, compared to high-dose E2-treated male controls. These results highlight the role of mERα signaling in POMC neurons in regulating hormone balance and bone homeostasis.

Previous studies have shown that loss of ERα signaling in neuronal cells, either broadly as in nestin-ERαKO mice or within specific neuronal subsets, as in POMC-ERαKO and Nkx2-1-ERαKO mice, results in significantly increased cortical and trabecular bone mass in gonadal-intact female mice (12, 13, 14, 21). Interestingly, gonadal-intact female POMC-C451A^f/f^ mice also exhibit significantly increased bone mass in both cortical and trabecular compartments of the femur and L5 vertebra compared to controls. Thus, these findings indicate that mERα signaling in POMC neurons is a key factor for the regulation of the skeleton. The increase in cortical bone mass in female mice, characterized by decreased endosteal circumference and unchanged periosteal circumference (3), may be attributed to elevated serum E2 concentrations. However, considering that female POMC-C451A^f/f^ mice showed only a modest elevation in E2 serum levels compared to controls, remaining within the physiological range, comparable to global mERαKO (26) and lower than levels observed with total ERα deletion (43), it is possible that additional mechanisms also contribute to the observed bone phenotype. Previous studies indicate that POMC neurons are involved in regulating the expression of growth hormone, a known regulator of bone growth and bone mass (36, 37), as well as the secretion of brain-derived osteoanabolic hormone CCN3 (38). Nonetheless, no significant differences were observed in the mRNA expression in the liver of markers for growth hormone secretion patterns (44, 45), *Mup* and *Prlr*, or in hypothalamic mRNA expression of *Ccn3* between POMC-C451A^f/f^ mice and controls, indicating that these factors are unlikely to mediate the increased bone mass. Bulk RNA-seq analysis of the hypothalamus identified a total of 18 DEGs. 

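In the authors' deposited table, 31 genes pass FDR 0.05 and 18 of them also pass the fold change threshold, 9 higher and 9 lower in POMC-C451A f/f mice. Of these 18 genes, 16 could be tested with edgeR, and all 16 changed in the direction that the authors' deposited table gives. An unadjusted p-value under 0.05 was found for 14 of the 16, and 12 passed both thresholds when adjusted over the list alone. Because the list was chosen on these same pools, neither these counts nor the shared direction is independent evidence. DESeq2 on the deposited counts, without length offsets, called 12 of the 18. *Hddc3* had a log2 fold change of 0.56 (standard error 0.0786), with an adjusted p of 0.0778 in edgeR's quasi-likelihood test. It was called with DESeq2 at an adjusted p of 8.9e-07, and its adjusted p ranged from 5.89e-07 to 0.746 over the alternative fits of edgeR and DESeq2. Of its transcript, 70.9% is identical with *Gm18310*. *Cenpf* had a log2 fold change of -0.14 (standard error 0.204) and an adjusted p of 0.937 in the edgeR test. Single pools moved its log2 fold change to -0.30 (without POMC-C451A f/f replicate 1), -0.05 (without control replicate 1) and -0.019 (without POMC-C451A f/f replicate 4).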

Further annotation using the IMPC database indicated that two of these genes, *Efr3b* and *Myo7a*, both expressed in the hypothalamus (39, 40, 46, 47, 48), are associated with an altered skeletal phenotype. These findings suggest that the elevated bone mass observed in female POMC-C451A^f/f^ mice may be related to altered expression of *Efr3b* and *Myo7a* within the hypothalamus. However, because POMC neurons constitute a small fraction of all hypothalamic cells (49, 50), bulk RNA-seq may obscure cell type-specific gene expression changes occurring within this relatively small neuronal population. 

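With each of the 8 pools left out in turn, the log2 fold change of *Efr3b* stayed between 1.00 and 1.06 and that of *Myo7a* between -0.74 and -0.69, and both genes stayed past the threshold in all 8 fits of edgeR's quasi-likelihood test. These fits cannot separate the mutation from the Cre transgene, which every POMC-C451A f/f pool carries and neither description gives to the controls. The 6 tested genes within 500 kb of *Pomc*, other than *Efr3b* and *Pomc* itself, had log2 fold changes between -0.11 and 0.09. None of the 6 reached an unadjusted p-value of 0.05. *Pomc* was at -0.59 (standard error 0.237), with an unadjusted p of 0.0319 and an adjusted p of 0.878 in the edgeR test. Without control replicate 1 it was at -0.28. The paper cites a skeletal annotation of *Efr3b* and *Myo7a* in the IMPC database. It proposes that their changed expression in the hypothalamus may be related to the higher bone mass of female POMC-C451A f/f mice.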

Future studies employing higher-resolution approaches will be valuable for uncovering additional molecular alterations within POMC neurons and for clarifying the mechanisms through which mERα signaling influences skeletal regulation.

To further investigate the role of mERα signaling in POMC neurons in regulating bone metabolism, we performed ovariectomy followed by vehicle, low- or high-dose E2 treatments to eliminate the confounding effects of endogenous estrogen in gonadal-intact mice and to assess responses to E2 in various tissues. In a previous study on ERα signaling in POMC neurons and its effects on E2 responses in bone, it was shown that loss of ERα signaling in POMC neurons in female mice resulted in enhanced estrogenic response in cortical bone in both femur and L5 vertebra, as well as a moderately augmented E2 response in trabecular bone in femur (13). In this study, we found that loss of mERα signaling in POMC neurons did not alter the E2 response in cortical bone in the femur. This suggests that the mediating effects of ERα signaling in POMC neurons on cortical bone metabolism are primarily driven by nuclear ERα signaling rather than membrane-initiated mechanisms. In contrast, the enhanced E2 response in trabecular bone in the femur of POMC-C451A^f/f^ females demonstrates that mERα signaling in POMC neurons has a clear inhibitory effect on this bone compartment. Furthermore, although the serum bone turnover markers P1NP and CTX-1 did not show significant differences in E2 responses, these circulating markers represent only a momentary snapshot of systemic bone turnover and may, therefore, fail to capture localized or compartment-specific alterations in bone formation. Interestingly, dynamic histomorphometric analyses revealed a significant overall increase in trabecular bone formation in female POMC-C451A^f/f^ mice, including elevated MAR and BFR/BS, demonstrating that the absence of mERα signaling in POMC neurons enhances the capacity of osteoblasts to form new bone. Together, these findings suggest that mERα signaling in POMC neurons functions as a negative regulator of trabecular bone formation by influencing osteoblast activity.

An overall increase in aBMD and a decrease in fat parameters were observed in POMC-C451A^f/f^ mice compared to controls, as shown by significant genotype effects from two-way ANOVA tests. At the time of termination, four weeks had passed since ovariectomy, by which time residual endogenous estrogen levels were known to be significantly diminished (43). However, since differences were present between vehicle-treated ovariectomized POMC-C451A^f/f^ and control mice, consistent with the alterations detected in gonadal-intact female mice, it is possible that the contributing factors originated earlier during developmental stages, but after sexual maturation, and persisted after ovariectomy. The increased bone mass observed in POMC-C451A^f/f^ mice compared to controls, both in gonadal-intact and vehicle-treated ovariectomized mice, was similarly reported in untreated ovariectomized *Esr1*^Nkx2-1Cre^ mice (14). These mice lack total ERα signaling throughout the MBH, including the ARC neurons (14). Together with our findings, this highlights the critical role of estrogen signaling in ARC neurons in regulating female bone metabolism.

Loss of ERα signaling in POMC neurons has been shown to affect the negative feedback of sex steroids and the estrus cycle of female mice. In female POMC-C451A^f/f^ mice, elevated serum levels of E2, testosterone, and progesterone were observed, accompanied by a disrupted estrous cycle resembling that of POMC-ERαKO mice, characterized by shortened estrous and prolonged diestrus phase (21). Uterus weight normalized to body weight was unaffected in gonadal-intact POMC-C451A^f/f^ mice compared to controls, despite increased serum E2 concentrations, which may be explained by the counteracting effect of substantially elevated progesterone levels (51). Uterine responses to E2 reached a plateau at low-dose treatment, with no further effect between low- and high-dose treatments in either POMC-C451A^f/f^ or control mice. Our previous study demonstrated that membrane-initiated ERα signaling protects the uterus from supraphysiological E2 exposure (26). Findings from the current study indicate that mERα signaling in POMC neurons is not required for this protective effect.

The effect of lacking mERα signaling in POMC neurons was also evaluated in male mice. Sham-operated male POMC-C451A^f/f^ mice exhibited elevated serum testosterone concentrations compared to controls, suggesting that mERα signaling in POMC neurons contributes to the regulation of negative feedback of testosterone in males. In contrast to female mice, no significant skeletal differences were observed between sham-operated male POMC-C451A^f/f^ mice and controls, which is in line with findings from previous studies in male mice lacking ERα in hypothalamic neurons (14). Sex-dependent skeletal differences have also been reported in other ERα-related models, including those with ERα inactivation in osteoblast-lineage cells (52, 53), further supporting that ERα signaling exerts sexually dimorphic effects in bone regulation.

To address the gap in understanding the role of mERα signaling in POMC neurons in male mice under E2 stimulation, responses to low- and high-dose E2 were evaluated in orchiectomized male POMC-C451A^f/f^ mice and controls. The only significant difference observed between POMC-C451A^f/f^ mice and controls was increased femoral trabecular BMD in POMC-C451A^f/f^ mice and a trend toward an increase in BV/TV of L5 vertebra after high-dose E2 treatment. These findings suggest a possible alteration in trabecular sensitivity to supraphysiological E2 treatment in male mice in the absence of membrane-initiated ERα signaling in POMC neurons.

In conclusion, this study demonstrates that mERα signaling in POMC neurons regulates hormone homeostasis and bone metabolism, with more pronounced effects in female mice compared to male mice. Lacking mERα signaling in POMC neurons contributed to increased bone mass and enhanced trabecular response to E2 in the femur of females, while males showed minor changes. These findings highlight an important role of brain-derived mERα signaling in mediating effects on bone metabolism.

## Supplementary materials

## Declaration of interest

CO has two patents/patent applications in the field of probiotics and bone health. All other authors declare that they do not have any competing interests.

## Funding

This work was supported by the Swedish Research Council (2020-01840), the Swedish state under the agreement between the Swedish government and the county councils (ALF-agreement) (ALFGBG721581), the Gustaf V 80-years fund (FAI-2018-0466), the IngaBritt and Arne Lundberg Foundation (LU2017-0076), and the Novo Nordisk Foundation (26844).

## Author contribution statement

YJ, KH, CO, and MKL conducted the study design. YJ, KH, PH, KHN, JW, SMS, LL, and MKL were responsible for the acquisition of data, and YJ, KH, PH, LL, MKL, and CO performed the analysis and interpretation of data. YJ, KH, MKL, and CO wrote the main manuscript, and YJ, KH, and MKL prepared the figures. All authors reviewed the manuscript.

## Data availability

The data supporting the results of this study are available on request from the corresponding author. RNA-seq data, including raw data files (fastq format) and processed data files (matrix table of gene counts and differentially expressed genes in CSV format), are available in the Gene Expression Omnibus (GEO) repository, accession number GSE328990.

# Supplementary material for: Membrane-initiated estrogen receptor-α signaling in the hypothalamus regulates trabecular bone in femur in female mice
**Source:** J Endocrinol. 2026 May 20;269(2):e250462. doi: 10.1530/JOE-25-0462
**Supplement:** Supplementary file 1

# **Membrane-Initiated Estrogen Receptor- $\alpha$ Signaling in the Hypothalamus Regulates Trabecular Bone in Femur in Female Mice**

Yiwen Jiang<sup>1#</sup>, Karin Horkeby<sup>1#</sup>, Petra Henning<sup>1</sup>, Karin H Nilsson<sup>1</sup>, Jianyao Wu<sup>1</sup>, Lei Li<sup>1</sup>, Sofia Movérare-Skrtic<sup>1</sup>, Claes Ohlsson<sup>1,2</sup>, Marie K Lagerquist<sup>1</sup>

#These authors contributed equally to this study

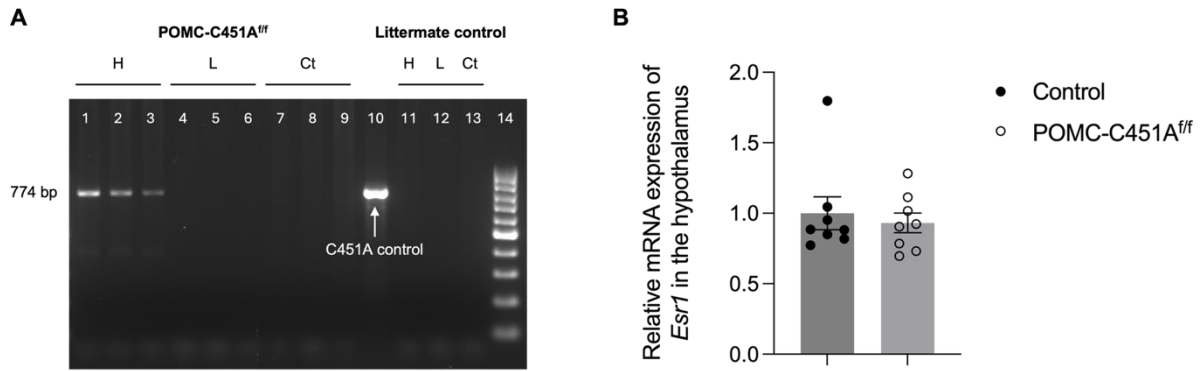

**Supplementary figure 1. Validation of animal model.** PCRs were performed on isolated DNA from hypothalamus (H), liver (L), and cortical bone (Ct) of POMC-C451A<sup>ff</sup> and littermate control mice to assess the expression of mutated ER $\alpha$ -C451A (A). The relative mRNA expression of estrogen receptor alpha (*Esr1*) was measured in the hypothalamus of POMC-C451A<sup>ff</sup> and littermate controls (n=8) (B). Student's *t*-test was performed to verify the absence of significant differences between the two genotypes. Data are presented as mean  $\pm$  SEM with individual values as dots.

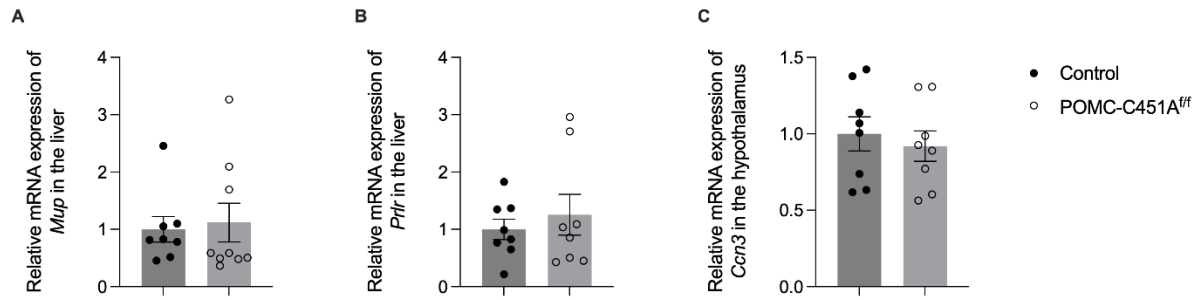

**Supplementary figure 2. Bone-related gene expressions in the liver and the hypothalamus.** Relative mRNA expressions of major urinary protein 3 (*Mup3*) (A) and prolactin receptor (*Prlr*) (B) were measured in the liver, and relative mRNA expression of nephroblastoma overexpressed gene (*Ccn3*) (C) was measured in the hypothalamus of gonadal-intact female POMC-C451A<sup>ff</sup> and control (n=8-9). Student's *t*-test was performed to verify the absence of significant differences in *Mup* and *Ccn3* expressions between the two genotypes. Welch's *t*-test was used for comparing the expression of *Prlr* between genotypes. Data are presented as mean  $\pm$  SEM with individual values as dots.

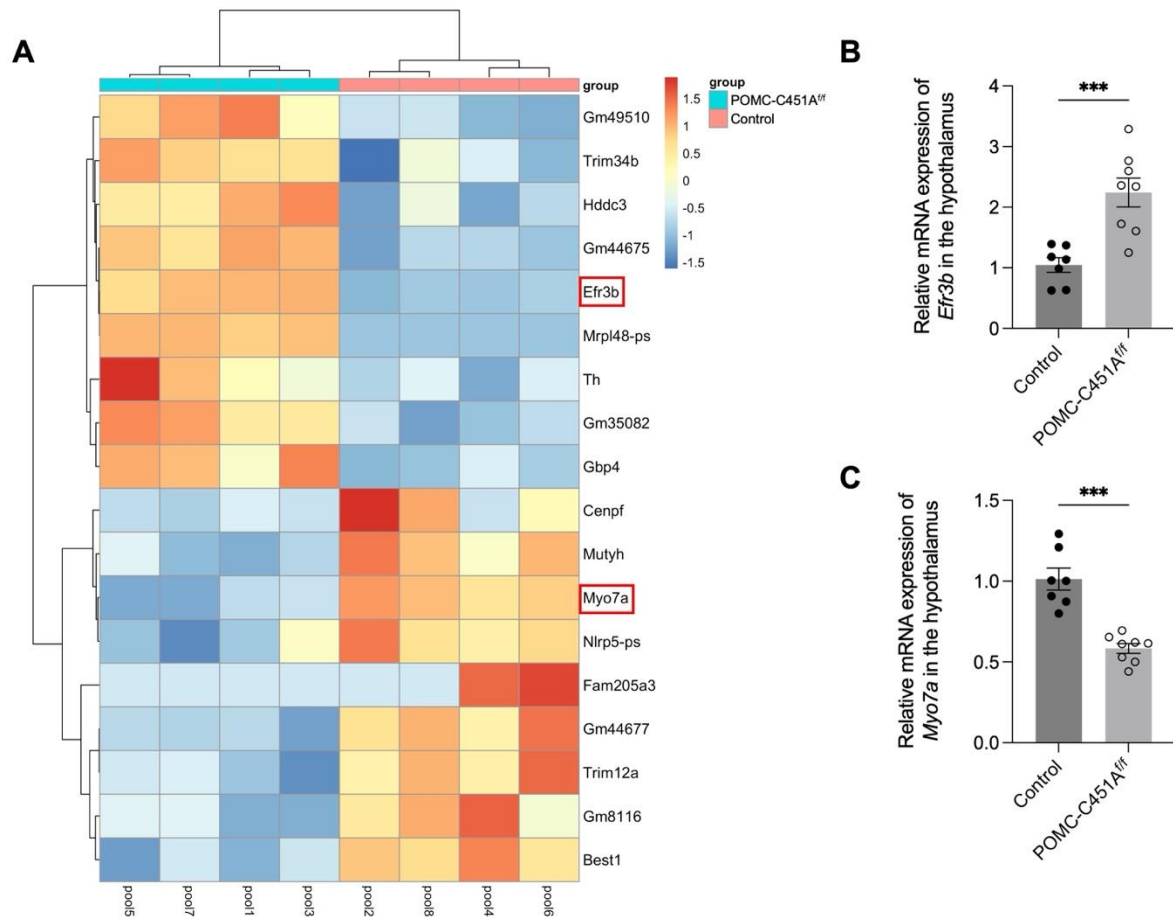

### Supplementary figure 3. Differentially expressed genes in the hypothalamus.

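Over all 18637 tested genes, the pools did not separate by genotype. The correlation of log2 CPM across genes, which are not independent replicates, was between 0.988 and 0.993 for pools of one genotype and between 0.987 and 0.992 for pools of different genotypes. The first principal component held 24.2% of the variance, and no difference between genotypes was detected on it (two-sided exact permutation test, p = 0.314). Clustering on the 18 genes of Supplementary Table 4 alone, with each gene scaled to unit variance, placed all 8 pools with their genotype; without scaling it placed 6 of the 8. These 18 genes were selected for differing between the same pools, so a separation on them is built in.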

RNA sequencing of hypothalamic mRNA identified 18 differentially expressed genes (DEGs) between gonadal-intact female POMC-C451A<sup>ff</sup> (n=4) and control mice (n=4), visualized in a heatmap and defined by a  $|\log_2(\text{fold change})| > 0.5$  and a false discovery rate (FDR)  $\leq 0.05$  (A). The relative mRNA expression of two bone-mass-related genes, Efr3 homolog b (*Efr3b*) (B) and myosin VII a (*Myo7a*) (C), was validated by qPCR in the hypothalamus of gonadal-intact female POMC-C451A<sup>ff</sup> (n=8) and control (n=7). The differences between POMC-C451A<sup>ff</sup> and control mice were analyzed by Student's *t* test. Data are presented as mean  $\pm$  SEM with individual values as dots. \*\*\*p < 0.001.

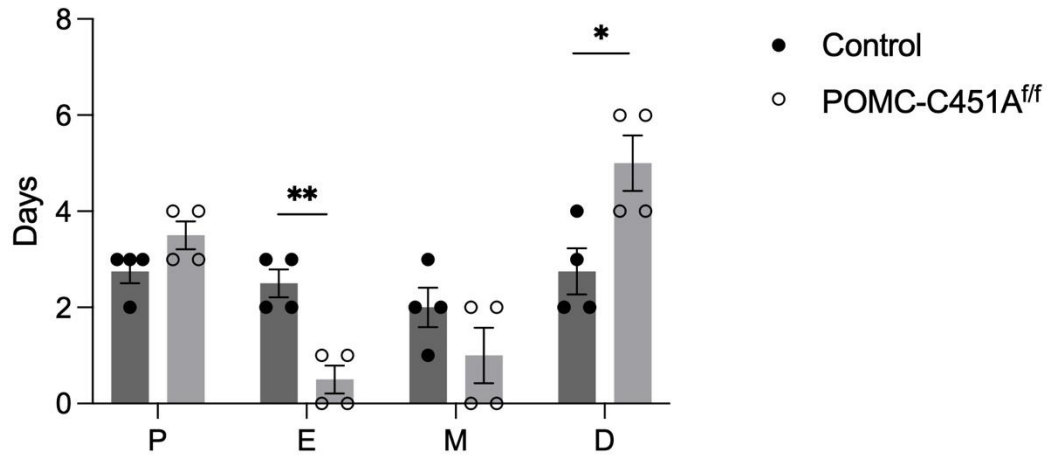

**Supplementary figure 4. Disturbed estrous cycle in female POMC-C451A<sup>f/f</sup> mice.** Estrous cycle was monitored via vaginal smear for ten consecutive days in female POMC-C451A<sup>f/f</sup> (n=4) and littermate control (n=4) mice. The differences between POMC-C451A<sup>f/f</sup> and control mice were analyzed by Student's *t* test. Data are presented as mean  $\pm$  SEM with individual values as dots. \**p* < 0.05, \*\**p* < 0.01, proestrus; P, estrus; E, metestrus; M, diestrus; D.

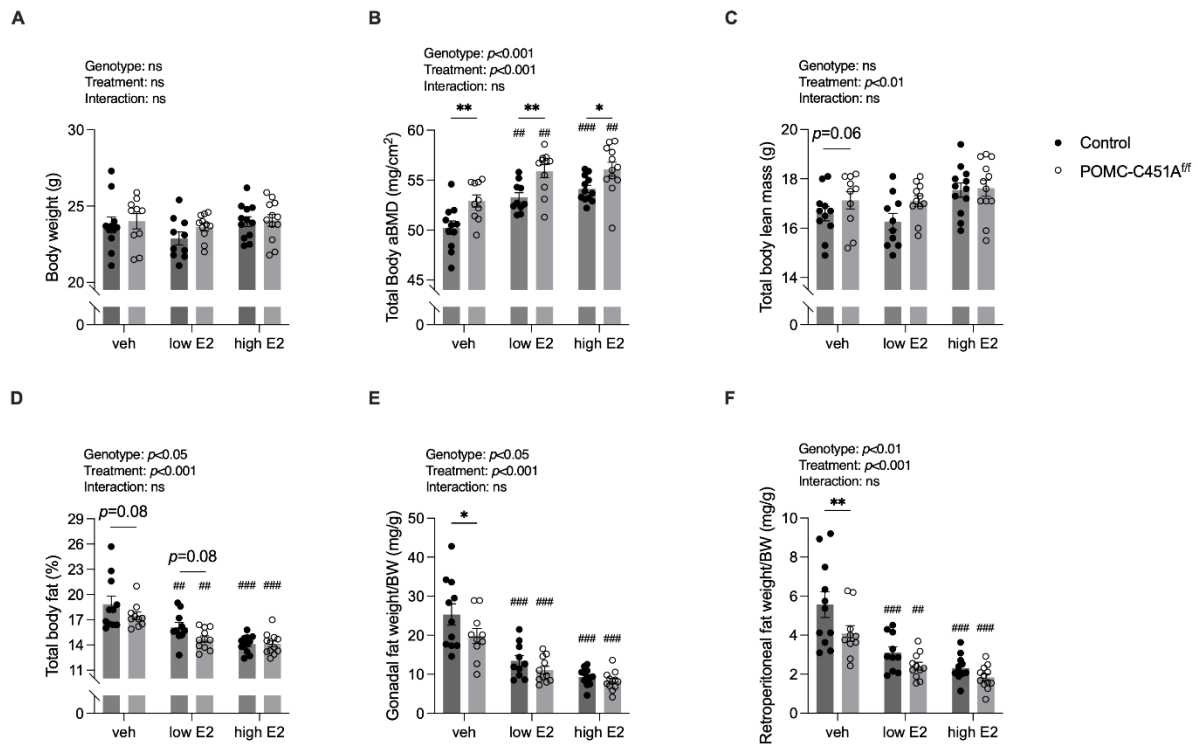

**Supplementary figure 5. Female POMC-C451A<sup>ff</sup> and control mice exhibited similar responses to estrogen in body composition and adipose tissue.** Vehicle, low-dose estradiol (E2), and high-dose E2 were administrated subcutaneously in ovariectomized female POMC-C451A<sup>ff</sup> and control. After three weeks of administration, all mice were weighed (A), and their body composition was assessed by dual-energy X-ray absorptiometry, including total body areal bone mineral density; aBMD (B), total body lean mass (C), and total body fat (D). At the time of termination, adipose tissue was dissected, weighed and normalized to their body weights, gonadal fat (E) and retroperitoneal fat (F). The differences between different treatments were analyzed by Two-way ANOVA test followed by Tukey's multiple comparisons test to compare differences between genotypes within each treatment group, and between vehicle- and E2-treated mice within the same genotype. A significant difference by Tukey's multiple comparisons test is indicated by \* $p < 0.05$ , \*\* $p < 0.01$  (between genotypes within same treatment) and ### $p < 0.01$ , #### $p < 0.001$  (between vehicle- and E2-treated mice within same genotype). Data are presented as mean  $\pm$  SEM with individual values as dots. Vehicle control  $n=11$ , vehicle POMC-C451A<sup>ff</sup>  $n=10$ , low-dose E2 control  $n=10$ , low-dose E2 POMC-C451A<sup>ff</sup>  $n=11$ , high-dose E2 control  $n=12$ , high-dose E2 POMC-C451A<sup>ff</sup>  $n=12$ .

**Supplementary table 1. Phenotypes of female POMC-Cre mice and wildtype littermate controls.**

|                                       | Wildtype    | POMC-Cre    |
|---------------------------------------|-------------|-------------|
| Body weight (g)                       | 20.4 ± 2.3  | 20.6 ± 0.9  |
| Uterus weight/BW (mg/g)               | 4.6 ± 2.2   | 4.9 ± 1.9   |
| Gonadal fat weight/BW (mg/g)          | 12.7 ± 5.3  | 12.7 ± 3.5  |
| Retroperitoneal fat weight/BW (mg/g)  | 2.2 ± 1.0   | 2.3 ± 1.0   |
| Serum testosterone (pg/mL)            | 13.2 ± 7.8  | 13.6 ± 5.1  |
| Serum estradiol (pg/mL)               | 1.0 ± 1.4   | 3.7 ± 5.5   |
| Serum progesterone (pg/mL)            | 2053 ± 3223 | 1478 ± 2126 |
| Total body aBMD (mg/cm <sup>2</sup> ) | 48.0 ± 0.8  | 46.9 ± 1.5  |
| Total body lean mass (g)              | 14.7 ± 1.7  | 14.9 ± 0.7  |
| Total body fat (%)                    | 15.6 ± 0.7  | 15.8 ± 0.8  |

Female POMC-Cre mice (n=7) and wildtype littermate controls (n=7) were sacrificed at eleven weeks of age. All mice were weighed and their uterus, gonadal fat tissue, and retroperitoneal fat tissue were collected, weighed, and normalized to their body weight (BW). Serum concentrations of testosterone, estradiol, and progesterone were measured by high-sensitivity liquid chromatography-tandem mass spectrometry. Body composition was assessed by dual-energy X-ray absorptiometry, including total body areal bone mineral density (aBMD), lean mass and fat. Student's *t*-test was performed to verify the absence of significant differences between female POMC-Cre mice and wildtype littermate controls. All values are presented as mean ± SD.

**Supplementary table 2. Phenotypes of male POMC-Cre mice and wildtype littermate controls.**

|                                       | Wildtype   | POMC-Cre   |
|---------------------------------------|------------|------------|
| Body weight (g)                       | 27.0 ± 0.7 | 26.7 ± 1.2 |
| Gonadal fat weight/BW (mg/g)          | 17.9 ± 7.0 | 15.1 ± 4.5 |
| Retroperitoneal fat weight/BW (mg/g)  | 4.9 ± 2.7  | 3.9 ± 1.8  |
| Serum testosterone (pg/mL)            | 408 ± 321  | 369 ± 173  |
| Serum estradiol (pg/mL)               | <LLOQ      | <LLOQ      |
| Serum progesterone (pg/mL)            | 705 ± 382  | 777 ± 588  |
| Total body aBMD (mg/cm <sup>2</sup> ) | 50.3 ± 1.7 | 50.8 ± 1.8 |
| Total body lean mass (g)              | 20.7 ± 1.0 | 20.6 ± 1.1 |
| Total body fat (%)                    | 14.7 ± 3.5 | 13.6 ± 2.3 |

Male POMC-Cre mice (n=12) and wildtype littermate controls (n=8) were sacrificed at twelve weeks of age. All mice were weighed and their gonadal fat tissue, and retroperitoneal fat tissue were collected, weighed, and normalized to their body weight (BW). Serum concentrations of testosterone, estradiol, and progesterone were measured by high-sensitivity liquid chromatography-tandem mass spectrometry. The lower limit of quantification (LLOQ) for estradiol is 0.5 pg/mL. Body composition was assessed by dual-energy X-ray absorptiometry, including total body areal bone mineral density (aBMD), lean mass and fat. Student's *t*-test was performed to verify the absence of significant differences between male POMC-Cre mice and wildtype littermate controls. All values are presented as mean ± SD.

**Supplementary table 3. Primers used for genotyping and validation.**

| Function                                                                | Direction | Sequencing (5'-3')      |
|-------------------------------------------------------------------------|-----------|-------------------------|
| <b>Genotyping</b>                                                       |           |                         |
| To detect the C451A-floxed allele                                       | Forward   | TTGAACCCTGACTTTCTCGG    |
|                                                                         | Reverse   | TTCAAGGTGCTGGACAGAAAC   |
| To detect the wildtype <i>Esr1</i> allele                               | Forward   | CCACACAGTCCATATCTGCTAGA |
|                                                                         | Reverse   | TGTTGAATGTGGAGATCTGTGG  |
| To detect the POMC-Cre allele                                           | Forward   | CCAGGCTAAGTGCCTTCTCTACA |
|                                                                         | Reverse   | AATGCTTCTGTCCGTTTGCCGGT |
| <b>Validation</b>                                                       |           |                         |
| To detect the mutated C451A allele                                      | Forward   | TTGAACCCTGACTTTCTCGG    |
|                                                                         | Reverse   | ACCCGACATTAAATTCCCC     |
| To measure <i>Efr3b</i> expression in the hypothalamus                  | Forward   | ATGGGTACGTGTGTATTGCCA   |
|                                                                         | Reverse   | GCTTTCCACGAAGAGGTTGAT   |
| To measure <i>Myo7a</i> expression in the hypothalamus                  | Forward   | CATCCGCCAGTACACCAACAA   |
|                                                                         | Reverse   | TCCCCGCTGATAATACAGCAC   |
| To measure expression of reference gene <i>Actb</i> in the hypothalamus | Forward   | GGCTGTATTCCCCTCCATCG    |
|                                                                         | Reverse   | CCAGTTGGTAACAATGCCATGT  |

**Supplementary table 4. Differentially expressed genes in the hypothalamus of female gonadal-intact mice.**

| Gene                | Gene type             | Description                                         | Log <sub>2</sub> FC | P value                                  | FDR                                      |
|---------------------|-----------------------|-----------------------------------------------------|---------------------|------------------------------------------|------------------------------------------|
| <i>Gm49510</i>      | Protein coding        | predicted gene 49510                                | 1.34                | $2.53 \times 10^{-5}$                    | $2.67 \times 10^{-2}$                    |
| <i>Trim34b</i>      | Protein coding        | tripartite motif-containing 34B                     | 2.75                | $3.41 \times 10^{-5}$                    | $3.27 \times 10^{-2}$                    |
| <i>Hddc3</i>        | Protein coding        | HD domain containing 3                              | 0.82                | $1.47 \times 10^{-9}$                    | $5.40 \times 10^{-6}$                    |
| <i>Gm44675</i>      | TEC                   | predicted gene 44675                                | 4.94                | $1.75 \times 10^{-11}$                   | $7.72 \times 10^{-8}$                    |
| <b><i>Efr3b</i></b> | <b>Protein coding</b> | <b>EFR3 homolog B</b>                               | <b>1.02</b>         | <b><math>1.61 \times 10^{-86}</math></b> | <b><math>3.55 \times 10^{-82}</math></b> |
| <i>Mrpl48-ps</i>    | Processed pseudogene  | mitochondrial ribosomal protein L48 pseudogene      | 9.11                | $2.42 \times 10^{-18}$                   | $1.78 \times 10^{-14}$                   |
| <i>Th</i>           | Protein coding        | tyrosine hydroxylase                                | 0.55                | $4.18 \times 10^{-5}$                    | $3.79 \times 10^{-2}$                    |
| <i>Gm35082</i>      | LncRNA                | predicted gene 35082                                | 1.51                | $1.45 \times 10^{-7}$                    | $4.58 \times 10^{-4}$                    |
| <i>Gbp4</i>         | Protein coding        | guanylate binding protein 4                         | 0.80                | $4.36 \times 10^{-5}$                    | $3.79 \times 10^{-2}$                    |
| <i>Cenpf</i>        | Protein coding        | centromere protein F                                | -2.27               | $1.35 \times 10^{-5}$                    | $1.76 \times 10^{-2}$                    |
| <i>Mutyh</i>        | Protein coding        | mutY DNA glycosylase                                | -0.78               | $2.51 \times 10^{-5}$                    | $2.66 \times 10^{-2}$                    |
| <b><i>Myo7a</i></b> | <b>Protein coding</b> | <b>myosin VIIA</b>                                  | <b>-0.77</b>        | <b><math>4.64 \times 10^{-20}</math></b> | <b><math>5.12 \times 10^{-16}</math></b> |
| <i>Nlrp5-ps</i>     | Processed pseudogene  | NLR family, pyrin domain containing 5 pseudogene    | -1.11               | $5 \times 10^{-5}$                       | $3.81 \times 10^{-2}$                    |
| <i>Fam205a3</i>     | Protein coding        | spermatogenesis associated 31 subfamily F member 1C | -22.8               | $1.73 \times 10^{-11}$                   | $7.72 \times 10^{-8}$                    |
| <i>Gm44677</i>      | TEC                   | predicted gene 44677                                | -1.33               | $1.22 \times 10^{-6}$                    | $2.69 \times 10^{-3}$                    |
| <i>Trim12a</i>      | Protein coding        | tripartite motif-containing 12A                     | -1.00               | $2.29 \times 10^{-5}$                    | $2.66 \times 10^{-2}$                    |
| <i>Gm8116</i>       | Processed pseudogene  | predicted gene 8116                                 | -3.96               | $6.93 \times 10^{-6}$                    | $1.09 \times 10^{-2}$                    |
| <i>Best1</i>        | Protein coding        | bestrophin 1                                        | -0.64               | $1.03 \times 10^{-5}$                    | $1.41 \times 10^{-2}$                    |

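Of the 18 genes of Supplementary Table 4, 17 have a position in GENCODE M21 on GRCm38, and 8 of the 17 lie on chromosome 7, which holds 7.95% of the genes with a position in the authors' deposited table (two-sided Fisher's exact test, adjusted p = 0.000399 over 20 chromosomes). *Myo7a*, *Hddc3*, *Gm44675*, *Gm44677*, *Gm35082*, *Trim12a* and *Trim34b* start between 78895854 and 104336909. For the 4 genes called with edgeR's quasi-likelihood test, 2 of which lie on this chromosome, the same comparison did not pass (adjusted p = 0.684). Several genes of the table share sequence with another gene, so that their counts are uncertain. The transcript of *Mrpl48-ps*, on chromosome 4 from 88599175 to 88599810, is shared over its whole length with *Mrpl48* at 98.11% identity. *Mrpl48-ps* had no count in the 4 control pools and between 85.3 and 93.3 estimated counts in the POMC-C451A f/f pools, at least 33.7-fold higher when the controls are set to 3 counts. *Gm44675* had at most 2 counts in the control pools and was at least 12.6-fold higher. *Fam205a3*, which shares its whole transcript with *Fam205a1* at 98.86% identity, was counted in control replicates 2 and 3 (556 and 768 estimated counts) and had a count of 0 in the other 6 pools. *Trim34b* shares its whole transcript with *Trim34a* at 98.69% identity, and *Gm49510* shares 63.7% of its transcript with *Sh3bp1* at 100% identity. *Gm8116* shares its transcript with *Carnmt1* at 99.83% identity and was, like *Fam205a3*, left out by the filter on low counts.

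**Figure D2:**
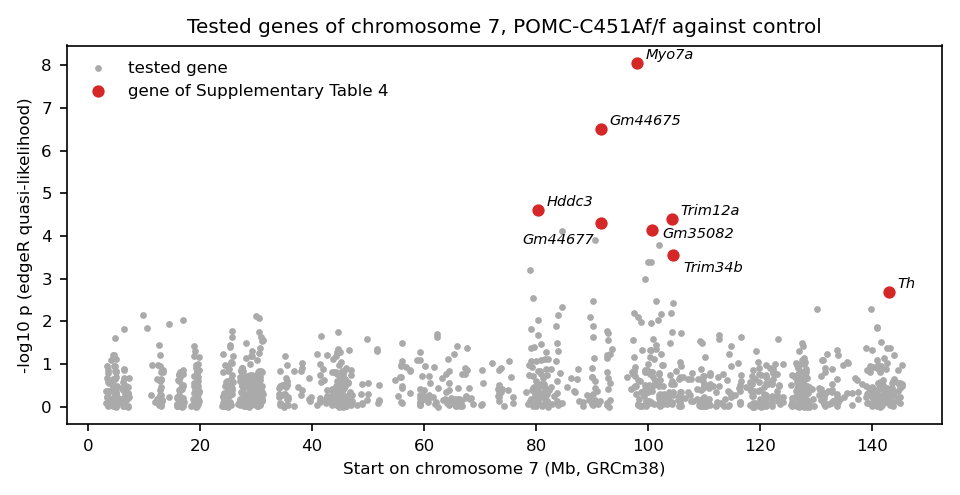
Tested genes of chromosome 7 by start position (Mb, GRCm38) and by -log10 of the unadjusted p-value of edgeR's quasi-likelihood test between POMC-C451A f/f and control pools; genes of Supplementary Table 4 are in red. Of the 8 red genes, 7 lie between 78895854 and 104336909, and *Th* lies apart at 142892752.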

The 18 differentially expressed genes (DEGs) identified by RNA-sequencing in hypothalamus of female gonadal-intact POMC-C451A<sup>ff</sup> compared with controls that met the criteria of  $FDR \leq 0.05$  and  $|\log_2FC| > 0.5$ . False discovery rate; FDR, to be experimentally confirmed; TEC.

How the deposited data were processed for this re-analysis (not part of the article)

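Hypothalamic RNA of female mice at 16 weeks of age was analysed in 8 pools of 2 animals, 4 pools of POMC-C451A f/f mice and 4 pools of controls. The authors quantified reads with Salmon v1.10 against the GENCODE vM32 transcriptome and summed them to genes with tximport v1.28. The deposited count table holds the estimated counts of 55890 genes, not normalized between pools, of which 32219 had a count in any pool. The authors' deposited table of comparisons, made with DESeq2 v1.40, holds for each gene kept by the authors the log2 fold change of POMC-C451A f/f over control, its standard error, the Wald statistic as a score, and the p-value with its Benjamini-Hochberg adjustment. No other measurement of the paper was analysed here.

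Of the gene identifiers, 51424 matched GENCODE M21, and the genes with a position there held 99.6% of all counts. Positions are on GRCm38 and were not converted to GRCm39, the build of the authors' annotation. One gene of Supplementary Table 4, *Nlrp5-ps*, was matched to its identifier through the values that the supplement and the authors' deposited table share, and has no position here.

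The estimated counts were rounded to whole numbers. Genes were kept by the defaults of edgeR's filterByExpr (minimum count 10, minimum total count 15), normalized with TMM factors between 0.984 and 1.02, and tested with edgeR 4.0.16 (estimateDisp, glmQLFit with its default of the legacy method, and glmQLFTest) in R 4.3.3, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over 18637 genes, and a gene was called at FDR 0.05 with an absolute log2 fold change over 0.5. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. CPM are on TMM-scaled library sizes. A fold against a group with 3 counts or fewer in every pool was computed against 3 counts and is a lower bound that covers counting error only. Exact permutation tests used log2(CPM + 0.5). Gene lists were tested with fry and camera of limma 3.58.1. Sequence shared between genes was searched with blastn 2.17.0 at a minimum identity of 90% among GENCODE M21 transcripts.

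The text names genes by a rule set before the data were examined. These are the genes of Supplementary Table 4; *Efr3b*, *Myo7a*, *Esr1*, *Ccn3* and *Actb*; *Pomc* and the 3 annotated genes on each side of it; genes of the fixed lists that passed when adjusted over the list alone; and the 10 largest changes among called genes whose groups do not overlap. The fixed lists covered the hypothalamic hormone axis, dopaminergic neurons, choroid plexus, pituitary, retinal pigment epithelium, the cell cycle, the interferon response and 2 reference genes. A list of midbrain dopaminergic neurons was added after the dopaminergic list had been examined and before its own values were. *Prl*, *Gh*, *Mrpl48* and the copies of *Fam205a3* were named for tests chosen later, and *Aqp5*, *Gm4847*, *Gm20427*, *AC133523.1*, *Bpifa1* and *Gm28040* because an alternative called them. Outside the rule, *Trim34a*, *Carnmt1*, *Sh3bp1* and *Gm18310* were named because they share sequence with a gene of Supplementary Table 4, and *Gapdh* as the other reference gene.

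The alternatives set at the same time were DESeq2 1.42.0 with its defaults, DESeq2's size factors or total counts in place of TMM, no filter, at least 10 counts in every pool, the replicate number as a block, robust empirical Bayes, counts not rounded, FDR alone, a log2 fold change over 1, each pool left out in turn, and camera in place of fry. Another 3 were chosen after seeing the data: glmQLFit without the legacy method, DESeq2 on the genes of the authors' deposited table, and the mean log2 CPM of the midbrain list as a covariate.

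The procedure was tested on simulated data with the means and library sizes of these pools, in which 200 genes were changed. The changed genes were drawn only from those above a minimum mean count. Over 18430 genes, edgeR called 97 of 100 genes changed by a log2 fold change of 1 and 81 of 100 changed by 0.6, with 8 false calls, and 0 genes in data without changes, in which 5.03% of the genes had an unadjusted p-value under 0.05. DESeq2, over 18637 genes, called 97 and 87 of these genes with 8 false calls, and 6 genes in the data without changes. On the deposited counts DESeq2 was given 32195 genes, so its simulated calls do not describe that fit directly. The lowest chi-square per degree of freedom between 2 pools was 4.64, so no pair of pools differed by as little as sampling noise.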

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

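The test on pituitary RNA and the last count of splits on chromosome 7 were chosen only after the results had been seen. An outlying pool was looked for in 80 groups of 4 pools, by the gap between the most extreme pool and its neighbour as a share of the whole range, and 6 were found where chance gives 4.

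*Pomc* was at 98.9 CPM in control replicate 1 and between 49.7 and 50.8 CPM in the other 3 controls (gap 0.969 of the range). The mean log2 CPM of the pituitary list stood out in the same pool (gap 0.846), with *Prl* at 1013 CPM and *Gh* at 410 CPM, and so did the interferon list (gap 0.899). Pituitary RNA in that pool is a candidate explanation of its *Pomc* level. Without it the log2 fold change of *Pomc* moved from -0.59 (standard error 0.237) to -0.28 (standard error 0.151). The unadjusted p was then 0.0971 in edgeR's quasi-likelihood test, so no change is not excluded. Pituitary RNA and a lower *Pomc* level in POMC-C451A f/f mice therefore cannot be told apart. POMC-C451A f/f replicates 1 and 2 were at 49.5 and 50.2 CPM, close to control replicates 2 to 4. With the midbrain list as a covariate, chosen after seeing the data, the log2 fold change of *Pomc* was -0.28 as well. POMC-C451A f/f replicates 3 and 4, with the highest midbrain list mean, had the lowest *Pomc*, at 35.8 and 30.6 CPM. A different share of midbrain tissue therefore stays open too. The median of the pituitary list also changed sign, from -0.60 to 0.35, without this pool. In none of these fits was the gene called, and the adjusted p of edgeR's quasi-likelihood test was 0.878 with all pools. No explanation of the interferon list in this pool was tested.

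*Hddc3* was at 16.5 CPM in control replicate 4 against 13.1 to 13.5 CPM in the others (gap 0.845), and without this pool it was called. *Myo7a* was at 42.1 CPM in control replicate 1 against 38.5 to 39.0 CPM (gap 0.859), and *Gm44677* at 0.484 CPM in POMC-C451A f/f replicate 2 against 0.668 to 0.702 CPM (gap 0.855). Some of these 3 would be found by chance among 80 groups, and no explanation of them was tested.

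Chromosome 7 held 25 of the 166 genes with an unadjusted p-value under 0.01 between 80 and 110 Mb of GRCm38, a region the paper does not discuss. Across the 8 fits that each left out 1 pool, the number 166 itself ranged from 100 without control replicate 3 to 393 without POMC-C451A f/f replicate 2, and it was 85 with the midbrain list as a covariate, chosen after seeing the data. How this gathering compares with other splits of the 8 pools was counted in 3 ways, and the answer depends on the way. In that same region, 1 of the 35 splits, the genotypes themselves, reached 25 genes, and the most in another split was 11; but the region had been picked from the genotype comparison, which favours it. When each split was given its own densest window of 30 Mb anywhere in the genome, 4 of the 35 splits reached 25 genes, with up to 29, so this count does not set the genotypes apart. The other 3 splits had between 850 and 933 genes under 0.01 in all. The last count, chosen after this, took the share of such genes that fell in the densest window. It was 15.1% for the genotypes and at most 9.09% in another split, and 1 of the 35 splits reached it.

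The genes with p under 0.001 on this chromosome, 8 higher and 5 lower in POMC-C451A f/f pools, lie closer together than as many tested genes drawn from the chromosome (1e-05, the smallest p-value that 100000 permutations can give). Of the other genes between 78895854 and 104336909, 16.0% had a p-value under 0.05 against 4.91% on the rest of the chromosome (two-sided Fisher's exact test, p = 3.59e-08). A candidate explanation is a segment of another strain's genome, carried along with a linked transgene. The floxed allele is in *Esr1*, on chromosome 10, and so is not linked to this region. Such a segment would change linked genes in both directions, as seen here, and *Myo7a* lies in the region. Where the transgene is inserted and which strains were crossed was not analysed here. The paper compares the phenotype of POMC-Cre and wildtype mice, and RNA from such mice was not analysed here. An effect of the mutation on these genes stays open, since all POMC-C451A f/f pools carry both the transgene and the mutation.

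The midbrain dopaminergic list had a median log2 fold change of 0.96, with 7 of 8 genes higher in POMC-C451A f/f pools and 5 past the threshold when adjusted over the list alone, in data the paper does not discuss. All 8 genes passed the filter on low counts, which does not tell their expression in the hypothalamus from that in midbrain tissue of the same dissection. The pool means of the list were 0.78 higher on the log2 scale in POMC-C451A f/f pools. This did not pass 0.05 (two-sided exact permutation test, p = 0.0857), and fry gave p = 0.0978. The smallest p of that permutation test is 0.0286 with 4 pools against 4, so a difference is not excluded. The 2 pools with the highest list mean, POMC-C451A f/f replicates 3 and 4, also had the highest *Slc6a3*, at 53.8 CPM or more. Without POMC-C451A f/f replicate 3 the median was 0.66. Midbrain tissue in some dissections may explain this. A change in dopaminergic neurons in POMC-C451A f/f mice was not tested apart from it.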

How the results depend on the processing

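*Efr3b* and *Myo7a* were called under each alternative fit, the added ones included, but with a log2 fold change over 1 as the threshold *Myo7a* was not, and 3 genes were. The 4 called genes were among the calls of each alternative fit except 2, at least 10 counts in every pool and the replicate number as a block. *Esr1* and *Ccn3* were called under none.

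DESeq2 called 13 genes, of which 12 are in Supplementary Table 4; the other was *Aqp5*. DESeq2 on the genes of the authors' deposited table, chosen after seeing the data, called 16 genes, of which 13 are in that table; the others were *Aqp5*, *Gm4847* and *Gm20427*. With at least 10 counts in every pool, 2 genes were called, since *Mrpl48-ps* and *Gm44675* then are not tested. FDR alone called 4 genes, and glmQLFit without the legacy method, chosen after seeing the data, called 5, with *AC133523.1* added. The midbrain list as a covariate, chosen likewise, added *Bpifa1*. These names were chosen after their values were seen. Adjusted over the list alone, 12 genes of Supplementary Table 4 were called. The fits that each left out 1 pool called 4 to 5 genes, including the 4 in each; *Hddc3* was added without control replicate 4 and *Gm28040* without POMC-C451A f/f replicate 1.

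With the replicate number as a block, 2 genes were called, both in Supplementary Table 4, and *Mrpl48-ps* and *Gm44675* moved to an adjusted p of 0.0856 in edgeR's test, against as little as 1.43e-14 and 3.9e-08 under the other alternatives. Same-numbered pools deviated from their group means with correlations of 0.05, -0.07, -0.09 and 0.14, so the numbers do not pair the pools.

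The share of calls on chromosome 7 was 50% of 4 genes and did not pass Fisher's exact test after adjustment. It was 53.8% with DESeq2, 46.7% with DESeq2 on the genes of the authors' deposited table and 47.1% for the genes of Supplementary Table 4, all 3 past the threshold. The cause was not tested.

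With camera, which presets the correlation between genes, 4 lists passed that had not passed with fry: the hypothalamic hormone axis (p = 5.02e-06), dopaminergic neurons (p = 1.81e-12), the interferon response (p = 0.00346) and midbrain dopaminergic neurons (p = 2.69e-08). With an estimated correlation, only dopaminergic neurons had a p under the threshold (p = 0.0206), and none after adjustment over the 8 lists.

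The log2 fold change of *Ccn3* was -0.05 and ranged from -0.29 to 0.18 across the 8 fits that each left out 1 pool, so its sign is not determined; it turned positive without control replicate 1 (0.18) and without POMC-C451A f/f replicate 3 (0.11). That of *Actb* was -0.02, between -0.039 and 0.0039 in these fits. The median of the retinal pigment epithelium list, 0.07, ranged from -0.031 without control replicate 1 to 0.22 without control replicate 3, and was 0.20 without POMC-C451A f/f replicate 4. With the midbrain list as a covariate, chosen after seeing the data, the log2 fold change was 0.39 for *Ccn3*, 0.013 for *Actb*, -0.026 for *Ddc*, -0.13 for *Pitx3*, -0.079 for *Foxa2* and -0.073 for *Chrna6*, all of the other sign. The list medians moved to 0.093 for dopaminergic neurons, -0.029 for retinal pigment epithelium and -0.066 for midbrain dopaminergic neurons; the last is fixed by the covariate. Apart from this the cause was not tested. Leaving out 1 pool also moved the median of the hypothalamic hormone axis to between -0.21 (without control replicate 2) and -0.07 (without POMC-C451A f/f replicate 3), of dopaminergic neurons to as little as 0.32 (without POMC-C451A f/f replicate 3), of choroid plexus to between 0.10 (without POMC-C451A f/f replicate 3) and 0.52 (without control replicate 1), of the cell cycle to between 0.047 (without control replicate 3) and 0.25 (without POMC-C451A f/f replicate 1), and of the interferon response to between 0.033 (without POMC-C451A f/f replicate 2) and 0.37 (without control replicate 1). Among single genes, 16 other results became stronger and 2 weaker.

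In data simulated at this depth, edgeR recovered 81 of 100 changes of 0.6 on the log2 scale, so that some changes of this size are missed. Recovery at different count levels was not tested.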

Differences from the paper's values

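The paper's number of DEGs is 18, and 4 were called here. DESeq2, set before the data were examined, called 13, and DESeq2 on the genes of the authors' deposited table, chosen after seeing the values, called 16; both are within 1.5 times the paper's number. The other alternatives called between 2 and 5 genes.

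The log2 fold change of *Hddc3* was 0.56 against the paper's 0.82, that of *Gbp4* 0.43 against the paper's 0.80, that of *Cenpf* -0.14 against the paper's -2.27, that of *Mutyh* -0.36 against the paper's -0.78, and that of *Best1* -0.20 against the paper's -0.64. For these 5 genes none of the alternatives, set before the data were examined or added, closed the gap. *Best1* was at -0.13 without control replicate 1 and without POMC-C451A f/f replicate 3. The fit with the midbrain list as a covariate, chosen after seeing the data, gave -0.040 for *Best1* and -0.041 for *Cenpf*. In that fit *Hddc3* was at 0.55, *Gbp4* at 0.44 and *Mutyh* at -0.29. *Hddc3* was called with DESeq2, with DESeq2 on the genes of the authors' deposited table (chosen after seeing the values), with no filter, with robust empirical Bayes and without control replicate 4.

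DESeq2 also called *Gm49510*, *Trim34b*, *Gm35082*, *Gm44677*, *Trim12a*, *Fam205a3* and *Gm8116*, which the paper calls, and DESeq2 on the genes of the authors' deposited table also *Nlrp5-ps*. Adjusted over the list alone, *Th*, *Hddc3*, *Gm49510*, *Trim34b*, *Gm35082*, *Nlrp5-ps*, *Gm44677* and *Trim12a* were called as well, on a list chosen from these pools. *Gbp4*, *Cenpf*, *Mutyh* and *Best1* were called under none of the settings.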

Other observations

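The tests on *Mrpl48*, on the gain of *Efr3b* against *Pomc*, on *Gbp4*, on *Trim34b* and *Trim12a*, and on the markers set against *Myo7a* and *Best1* were chosen after the results had been seen.

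Of the 35 splits of the 8 pools into 4 and 4, 2 gave at least the 4 genes that the genotypes gave, so the number of calls is not larger than other splits can give. The other split gave 23 genes. It sets POMC-C451A f/f replicate 2 with control replicates 1 to 3, the 4 pools with the lowest *Slc6a3*. With the midbrain list as a covariate, the genotypes gave 5 genes, the same 4 among them.

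A hypothesis for *Efr3b* is that the Cre transgene carries copies of it, which assumes that the transgene holds sequence around *Pomc*. *Efr3b* lies 1911 bp from *Pomc*, it was between 1.87 and 2.11 times the control mean in the 4 POMC-C451A f/f pools, and the 6 other tested genes within 500 kb were not called. These values are consistent with extra copies, although the transgene's sequence was not analysed here and a regulated change of *Efr3b* was not excluded. *Pomc* itself was not raised (log2 fold change -0.59, standard error 0.237). Whether *Efr3b* rose within *Pomc*-expressing neurons only cannot be decided here. The gain of 295 CPM is 7.11 times the *Pomc* CPM of the same pools, but CPM are not corrected for transcript length. The longest annotated transcript is 6547 bp for *Efr3b* and 1043 bp for *Pomc*, so 7.11 overstates the ratio of mRNA molecules.

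*Mrpl48*, which lies in the chromosome 7 segment and shares its sequence with *Mrpl48-ps*, fell by 3.49 CPM in POMC-C451A f/f pools while the pseudogene gained 2.39 CPM. Reads of a variant *Mrpl48* assigned to the pseudogene may explain the pattern. The other copies of *Fam205a3* together were at most 2.64 CPM in the 2 control pools where it was counted and at least 14.9 CPM in the other 6, and the sum of all copies was between 14.9 and 19.5 CPM, consistent with reads split between near-identical copies.

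The differences between the authors' deposited table and DESeq2 on the same genes were tested for transcript-length offsets. Of 2013 genes with 1 annotated transcript, 0.795% differed by over 0.1 on the log2 scale, against 16.5% of 2013 genes with several transcripts at matched expression, both with a mean count of at least 50 (two-sided Fisher's exact test, p = 7.44e-84, across genes, which are not independent replicates). Length offsets are a candidate explanation of the larger fold changes of *Hddc3*, *Gbp4*, *Cenpf*, *Mutyh* and *Best1* in that table. These genes have 10, 6, 6, 7 and 3 annotated transcripts. Whether their transcript usage differs between genotypes was not tested.

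The median log2 fold change of the other dopaminergic genes was 0.48 against 0.55 for *Th*, and with the midbrain list as a covariate that of *Th* was 0.21 (standard error 0.0883). A different share of dopaminergic tissue may explain *Th*. The median of the cell cycle list was 0.17, with 4 of 4 genes higher, but 0 of them had an unadjusted p-value under 0.05 and 0 lay above the change of *Cenpf* by over 2 standard errors. With so few counts, fewer dividing cells and no change cannot be told apart for *Cenpf*. For *Myo7a*, 5 of the 5 retinal pigment epithelium markers and 5 of the 6 choroid plexus markers changed by more than 2 standard errors above it, which argues against a smaller share of these tissues; for *Best1* it was 2 of 5 retinal pigment epithelium markers, and its smaller change cannot be told apart from theirs. *Trim12a* fell while 12 of the 12 interferon genes lay above it by over 2 standard errors, which argues against an interferon response for *Trim34b* and *Trim12a* together. For *Gbp4* it cannot be told apart: all 12 genes were higher, with a median of 0.20, and the exact permutation test of the pool means gave p = 0.371 (fry, p = 0.329).

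With fry, the p-value was 0.117 for the hypothalamic hormone axis (23 genes, median -0.15, 0 called and 5 with an unadjusted p-value under 0.05), 0.053 for dopaminergic neurons, 0.415 for choroid plexus (median 0.29), 0.623 for pituitary (median -0.60), 0.152 for retinal pigment epithelium and 0.26 for the cell cycle. The median of dopaminergic neurons was 0.50, with 6 of 6 genes higher in POMC-C451A f/f pools. All 6 had an adjusted p under 0.05 when adjusted over the list alone. The pool means of this list were 0.65 higher on the log2 scale in POMC-C451A f/f pools, which did not pass 0.05 (two-sided exact permutation test, p = 0.0857). The reference genes *Actb* and *Gapdh* had log2 fold changes of -0.02 and 0.001. In these pools *Esr1* had a log2 fold change of -0.23 (standard error 0.104, adjusted p = 0.878 in edgeR's quasi-likelihood test, exact permutation p = 0.0857), which ranged from -0.29 without control replicate 3 to -0.13 without control replicate 4, and *Ccn3* of -0.05 (standard error 0.267, adjusted p = 0.985 in the same test), for which the paper reports qPCR in single animals.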
